# Fatty acid metabolism in aggressive B-cell lymphoma is inhibited by tetraspanin CD37

**DOI:** 10.1038/s41467-022-33138-7

**Published:** 2022-09-13

**Authors:** Rens Peeters, Jorge Cuenca-Escalona, Esther A. Zaal, Anna T. Hoekstra, Anouk C. G. Balvert, Marcos Vidal-Manrique, Niek Blomberg, Sjoerd J. van Deventer, Rinke Stienstra, Julia Jellusova, Martin Giera, Luciana Hannibal, Ute Spiekerkoetter, Martin ter Beest, Celia R. Berkers, Annemiek B. van Spriel

**Keywords:** Cancer metabolism, Cancer metabolism, Mechanisms of disease

## Abstract

The importance of fatty acid (FA) metabolism in cancer is well-established, yet the mechanisms underlying metabolic reprogramming remain elusive. Here, we identify tetraspanin CD37, a prognostic marker for aggressive B-cell lymphoma, as essential membrane-localized inhibitor of FA metabolism. Deletion of CD37 on lymphoma cells results in increased FA oxidation shown by functional assays and metabolomics. Furthermore, CD37-negative lymphomas selectively deplete palmitate from serum in mouse studies. Mechanistically, CD37 inhibits the FA transporter FATP1 through molecular interaction. Consequently, deletion of CD37 induces uptake and processing of exogenous palmitate into energy and essential building blocks for proliferation, and inhibition of FATP1 reverses this phenotype. Large lipid deposits and intracellular lipid droplets are observed in CD37-negative lymphoma tissues of patients. Moreover, inhibition of carnitine palmitoyl transferase 1 A significantly compromises viability and proliferation of CD37-deficient lymphomas. Collectively, our results identify CD37 as a direct gatekeeper of the FA metabolic switch in aggressive B-cell lymphoma.

## Abstract (web summary)

Tetraspanin CD37 deficiency has been reported as a prognostic marker for aggressive B-cell lymphoma. Here, the authors show that CD37 interacts with the fatty acid transporter 1 to inhibit palmitate uptake and its deficiency leads to increased fatty acid metabolism which promotes tumorigenesis in B-cell lymphoma.

## Introduction

Aggressive cancers rewire their metabolism to overcome environmental limitations and facilitate rapid proliferation. Already in 1923, Otto Warburg and colleagues proposed that malignant cells undergo a metabolic switch from oxidative respiration to aerobic glycolysis^1^. Regarded as the “Warburg effect”, this phenomenon has been observed throughout a broad spectrum of malignancies^2^. However, multiple studies have shown that metabolic reprogramming in cancer cells is not limited to an aerobic glycolytic shift^3^. In fact, fatty acid (FA) metabolism is the most altered metabolic pathway in a multitude of cancer types and often correlates with poor clinical outcome^4–10^. Transporter-facilitated uptake or synthesis of FAs via de novo lipogenesis is essential to maintain the structural stability of the cellular membranes^11,12^. Furthermore, FAs are important secondary messengers and an excellent source of energy through fatty acid oxidation (FAO or β-oxidation), especially during decreased energy intake or environmental substrate limitations^13^. As such, alterations in FA metabolism can provide cancer cells with significant growth advantages

Recent studies have implicated altered FA metabolism as a major oncogenic factor in aggressive B-cell lymphoma, including Burkitt and diffuse large B-cell lymphoma (DLBCL), the latter being the most common form of mature B-cell lymphoma^14–17^. Despite clear therapeutical advances over the past decades, aggressive B-cell lymphoma still accounted for 544,000 new cases and 260,000 mortalities in 2020^18^. Plateauing therapeutic response rates necessitate new insights into the biology of B-cell lymphoma. We have previously identified tetraspanin CD37 as an independent prognostic marker for patients with DLBCL^19^. Furthermore, CD37-deficiency leads to spontaneous development of aggressive B-cell lymphoma in mice^20^. Tetraspanins are four-transmembrane proteins that form nanoscale protein clusters in the plasma membrane^21^. These clusters are essential for cell proliferation, migration and signalling across cell types and tissues^22–24^. Aberrant tetraspanin expression has been associated with enhanced metastatic capacity, cell invasion, growth and survival in many cancers^25–27^. CD37 is predominantly expressed by B cells and is important for humoral immunity^28,29^. CD37 is involved in signalling of important metabolic modulators, including AKT and STAT3^20,30,31^. Although different studies have implicated lipid metabolism in aggressive B-cell lymphoma as a major oncogenic driver, molecular mechanisms underlying reprogramming towards lipid metabolism remain elusive. Here, we report tetraspanin CD37 as an essential and conserved inhibitor of fatty acid metabolism in aggressive B-cell lymphoma. CD37 interacts with fatty acid transporter protein 1 (FATP1) in the plasma membrane, and inhibits the uptake and processing of exogenous palmitate into energy and essential building blocks. Importantly, blocking FA metabolism of CD37-deficient B-cell lymphomas diminished proliferation and viability, potentiating therapeutical exploitation^32^. In conclusion, this work provides a molecular framework underlying metabolic reprogramming in aggressive B-cell lymphoma.

## Results

### Aggressive B-cell lymphomas use palmitate for energy production

We previously reported that ∼60% of patients with aggressive DLBCL have aberrant CD37 expression in tumour tissues which is related to inferior clinical outcome^20,33^. To study the metabolic phenotype of these aggressive B-cell lymphomas, we generated CD37-deficient human DLBCL cell lines (BJAB, OciLy1) using CRISPR/Cas9 technology and used a CD37-deficient mouse model^20^. Oxygen consumption and glycolytic activity were quantified in lymphoma cells with (wildtype: WT) or without CD37 (CD37KO) using the Seahorse metabolic analyser. Glucose supplementation of lymphoma cells cultured under nutrient-limited conditions resulted in a significantly higher glycolytic response in WT cells, measured by extracellular acidification rate (ECAR) (Fig. 1a, b). Moreover, inhibition of mitochondrial energy production indicated a larger glycolytic reserve in WT lymphoma cells (Fig. 1c). Interestingly, CD37KO lymphoma cells did not increase their glycolytic activity in response to glucose when the alternative substrate was abundantly available, in contrast to WT cells (Fig. S1A–C). Together, these results indicate functional glycolytic machinery in both WT and CD37KO lymphoma, yet WT lymphomas have a higher glycolytic capacity. Next, we observed CD37KO lymphoma cells to be highly responsive to palmitate via increased mitochondrial oxygen consumption rate (OCR), in contrast to WT lymphoma cells (Fig. 1d, e). Mitochondrial uncoupling identified significantly increased spare respiratory capacity (SRC) in CD37KO lymphoma cells compared to WT cells, only when given access to palmitate (FA(16:0)) (Fig. 1f and S1D–F). Supplementation with either glucose or glutamine was insufficient to generate such a response or to facilitate metabolic flexibility (Fig. 1e, f). Similarly, supplementation with a different fatty acid, oleic acid (FA(18:1)), failed to evoke a substantial mitochondrial response in CD37KO cells compared to WT cells (Fig. 1i and S1G–I). Quantification of ATP production confirmed the metabolic preference of the lymphoma cells. In concordance with the earlier observed increased glycolytic activity of WT lymphoma cells, WT cells produced significantly more energy from exogenous glucose relative to untreated cells, compared to CD37KO lymphoma cells (Fig. 1b, g). Moreover, inhibition of glycolysis with 2-deoxy-d-glucose (2-DG) had a bigger effect on WT lymphoma cells compared to CD37KO cells (Fig. S1J). CD37KO lymphoma cells generated significantly more energy compared to WT lymphoma cells when supplemented with palmitate, in line with the observed respiratory response to palmitate (Fig. 1h and S1K). Interestingly, deletion of another related tetraspanin, CD53, did not alter the metabolic phenotype of the lymphoma cells (Fig. S1I). Together, these results show that CD37-positive lymphoma cells are limited to a glycolytic response, whereas CD37-negative lymphoma cells drive mitochondrial fatty acid oxidation (FAO) of palmitate, leading to enhanced energy production (ATP).

**Fig. 1:**
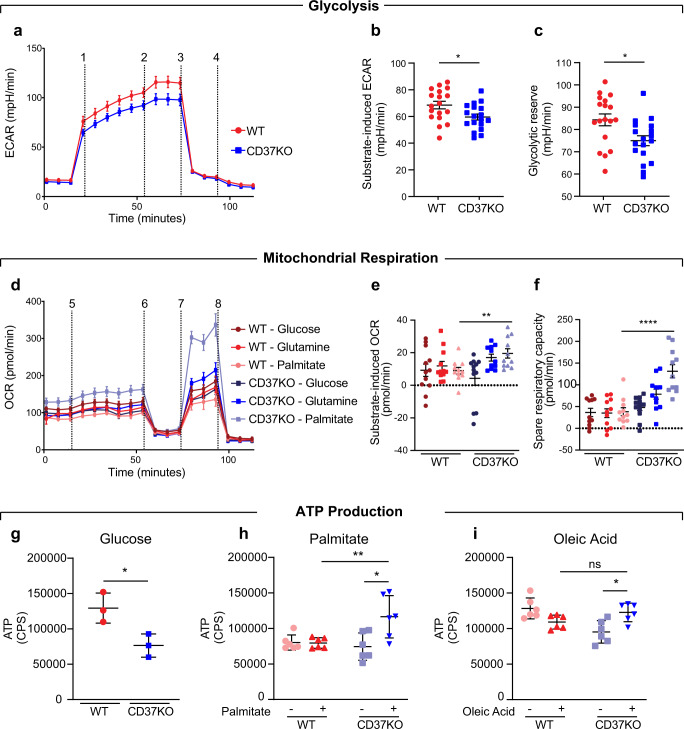
Different metabolic preferences of WT and CD37KO human B-cell lymphomas. Seahorse analysis of glycolysis (**a**–**c**) and mitochondrial respiration (**d**–**f**) in B-cell lymphoma. Cells (WT and CD37KO BJAB) were incubated in nutrient-restricted (**a**) or nutrient-rich (**d**) medium for 2 h and subjected to an acute substrate injection (1 in **a**, 5 in **d**) of glucose (10 mM), glutamine (10 mM), or palmitate (50 µM). Continuous extracellular acidification (ECAR) (**a**) or oxygen consumption ratio (OCR) (**d**) values are shown in response to 2, 6: Oligomycin A (1 µM), 3: 2-DG (20 mM), 7: FCCP (1 µM) and 4,8: Rotenone/AntimycinA (Rot/AA) (1 µM). Substrate-induced ECAR (*n* *=* 18, *p* *=* 0.0191) (**b**) or OCR (*n* *=* 12, *p* *=* 0.0032) (**e**) were calculated as the difference between baseline and acute substrate injection (1, 5). Glycolytic reserve (**c**) was calculated as the difference in ECAR between baseline and Oligomycin A (2) (*p* *=* 0.0107). The spare respiratory capacity (**f**) was calculated as the difference in OCR between baseline and FCCP (7) (*p* *<* 0.0001). Relative ATP production (counts per second, CPS) was assessed in response to Glucose (*n* *=* 3, *p* *=* 0.0270) (**g**), Palmitate (*n* *=* 6, WT vs KO; *p* *=* 0.0145, KO− vs KO+; *p* *=* 0.0051) (**h**) and Oleic acid (*n* *=* 6, *p* *=* 0.0110) (**i**) after 2 h (**g**). Two-way unpaired *t*-test (**b**, **c**, **g**) or Two-way ANOVA with Tukey’s post hoc test (**e**, **f**, **h**, **i**) were performed to check for significant differences between indicated groups, ns: not significant, *p *<* 0.05, **p *<* 0.01, ****p *<* 0.0001. Error bars represent mean ± SD. Experiments were repeated three times, yielding similar results. Source data are provided as a Source Data file. See also Supplementary Fig. 1.

### CD37-deficient lymphomas deplete palmitate from serum

We next investigated whether these different metabolic preferences in the lymphoma cell models could be recapitulated in vivo. To this end, serum was collected from healthy and tumour-bearing CD37KO mice and WT littermate controls and analysed for individual lipid classes^34^. CD37KO mice develop spontaneous aggressive B-cell lymphoma^20^, in contrast to WT mice that only develop lymphoma in ∼10% of the cases. Quantification of the concentration of different lipid species revealed no differences between healthy WT and CD37KO serum (Fig. 2a). In contrast, total levels of free fatty acids (FFA) were significantly lower in serum of tumour-bearing CD37KO mice compared to the serum of tumour-bearing WT mice (Fig. 2a). This was not a consequence of different growth conditions between WT and CD37KO mice (Fig. S2A) that received free chow and showed similar feeding behaviour. Other lipid species were not present in different quantities between WT and CD37KO serum of tumour-bearing mice, indicating that the depletion of FFA was specific. Further specification of the FFA species revealed that long-chain fatty acids (LCFAs) were depleted from serum of CD37KO mice, both in healthy and in tumour-bearing mice (Fig. 2b). Interestingly, LCFAs were significantly more depleted from serum of tumour-bearing CD37KO mice compared to healthy CD37KO mice, whereas the opposite was the case for WT tumour-bearing mice (Fig. 2b). Analysis of these LCFAs showed multiple different LCFA species to be depleted from CD37KO serum relative to WT serum (Fig. 2c). Notably, FA(16:0) and FA(18:0–2) were significantly lower in CD37KO serum of tumour-bearing mice compared to WT tumour-bearing mice. Interestingly, only palmitic acid (FA(16:0)), oleic acid (FA(18:1)) and linoleic acid (FA(18:2)) were significantly depleted from healthy CD37KO serum, relative to healthy WT serum (Fig. 2c). Moreover, FA(16:0) was the only FFA that was depleted from the serum of CD37KO mice in a tumour-dependent manner (Fig. 2c). Taken together, these data indicate that palmitate is systemically depleted in mice with lymphoma in a CD37-dependent manner.

**Fig. 2:**
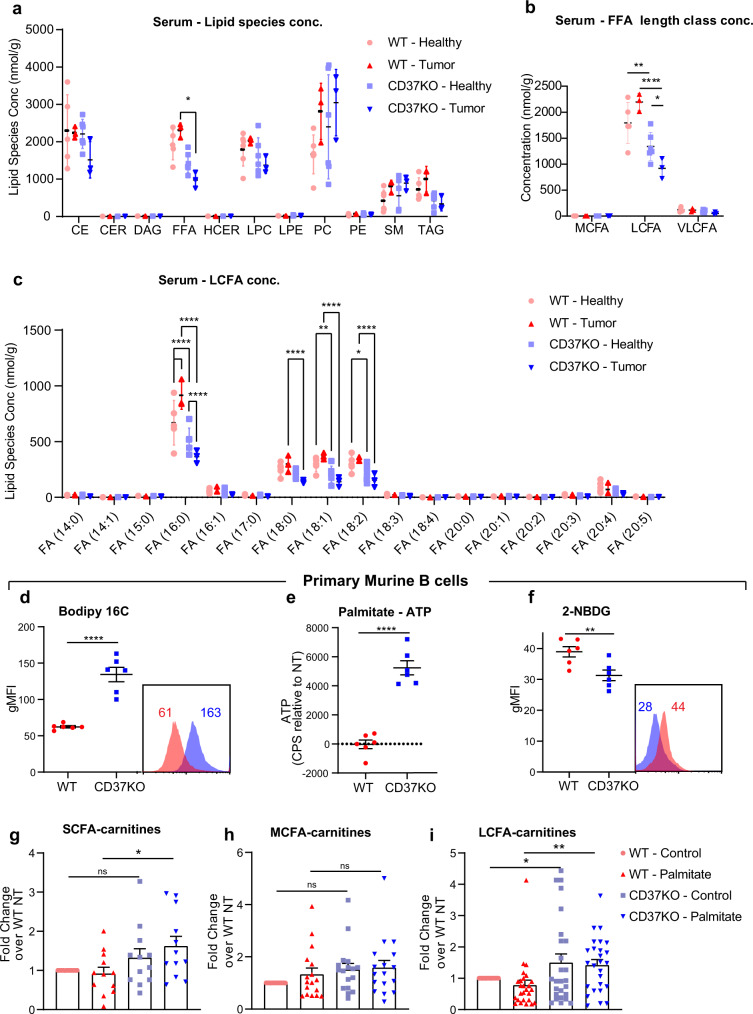
Palmitate is selectively deprived of the serum of CD37KO lymphoma-bearing mice and is actively taken up and processed by CD37KO primary B cells. Lipidomics analysis of serum of WT littermate control and CD37KO (healthy, *n* = 6 and lymphoma-bearing, *n* = 3) mice. Analysis of the mean abundance per lipid species; CE cholesterol esters, CER, HCER ceramides, DAG diacylglycerol, FFA free fatty acids (*p* = 0.0491), LPC lysophosphatidylcholine, LPE lysophosphatidylethanolamine, PC phosphatidylcholine, PE phosphatidylethanolamine, SM sphingomyelin, TAG triacylglyceride. **a** Absolute levels of FFAs were grouped and pooled by length-class (medium-chain fatty acids (MCFA), long-chain fatty acids (LCFA), and very long-chain fatty acids (VLCFA)) and quantified (LCFA: WT− vs KO−; *p* = 0.0016, WT+ vs KO+; *p* < 0.0001, KO− vs KO+; *p* = 0.0213) (**b**). Absolute concentrations of individual LCFA species were quantified (16:0; *p* < 0.0001, 18:0; *p* < 0.0001, 18:1; WT− vs KO-; *p* = 0.0058, WT+ vs KO+; *p* < 0.0001, 18:2; WT− vs KO-; *p* = 0.0102, WT+ vs KO+; *p* < 0.0001) (**c**). Freshly isolated CD43-, B220 + splenocytes from WT (*n* = 6) and CD37KO (*n* = 6) mice of 2–3 months old were stained with fluorescent analogues for palmitate (Bodipy FL C16) (*n* = 6, *p* < 0.0001) (**d**) and glucose (2-NBDG) (*n* = 6, *p* = 0.0095) (**f**) to assess the uptake potential using flow cytometry. Relative ATP production (counts per second, CPS) compared to non-treated cells was assessed after 2 h of palmitate (50 µM) (*n* = 6, *p* < 0.0001) (**e**) supplementation. Short-chain fatty acid (**g**) (SCFA, *p* = 0.0163), medium-chain fatty acid (**h**) (MCFA) and long-chain fatty acid (**i**) (LCFA, control; *p* = 0.0345, palmitate; *p* = 0.0038)-carnitines in primary murine WT (Control: *n* = 3, Palmitate: *n* = 3) or CD37KO (Control: *n* = 3, Palmitate: *n* = 3) B cells were grouped per class and quantified with ultra-performance liquid chromatography system coupled to a tandem mass spectrometer after palmitate supplementation (50 µM). Two-way unpaired *t*-test (**d**–**f**) or two-way ANOVA with Tukey’s post hoc test (**a**–**c**, **g**–**i**) were performed to check for significant differences between the indicated groups, ns not significant, *p < 0.05, **p < 0.01, ****p < 0.0001. Error bars represent mean ± SD. Data in **a**–**f** was derived from two independent experiments, and experiments in **g**–**i** were repeated once, with biologically independent groups. Source data are provided as a Source Data file. See also Supplementary Fig. 2.

### Premalignant CD37-deficient B cells have enhanced palmitate uptake potential and actively engage in fatty acid oxidation

As CD37 is also expressed in non-B cells and circulating palmitate levels are affected by different tissues (liver/fat), we performed a lipid analysis of purified WT and CD37KO primary B cells to study whether the phenotype was indeed B cell-dependent. No differences were found in lipid species composition between purified WT and CD37KO B cells (Fig. S2B). Furthermore, FFA composition was equal between WT and CD37KO B cells (Fig. S2C). The intracellular abundance of a metabolite at any given time is determined by the ratio between uptake and breakdown. We observed that the uptake potential of palmitate was significantly enhanced in CD37KO primary B cells compared to WT B cells (Fig. 2d). Furthermore, ATP quantification demonstrated a significantly enhanced capacity of CD37KO primary B cells to process palmitate into energy compared to WT B cells (Fig. 2e). Contrastingly, uptake of glucose was decreased in CD37KO primary B cells compared to WT cells (Fig. 2f). Since binding of carnitines to LCFA is required for functional mitochondrial processing and increased LCFA-carnitine abundance is indicative of active uptake^35^, we analysed different FA-carnitine species in WT and CD37KO B cells. Quantification of carnitine-FA species after palmitate supplementation showed palmitate-dependent accumulation of short-chain fatty acids (SCFAs)-carnitine abundance in CD37KO primary B cells (Fig. 2g), as well as increased LCFA-carnitines (Fig. 2i). Within the mitochondria, LCFAs are detached from carnitine and subjected to fatty acid oxidation (FAO), to produce SCFAs and intermediates to fuel the TCA cycle^36^. Therefore, the observed accumulation of SCFA-carnitines in CD37KO B cells after palmitate supplementation signified the active breakdown of LCFAs in these cells. The lack of medium-chain fatty acid (MCFA)-carnitine accumulation confirmed that the accumulation of LCFA- and SCFA-carnitines in CD37KO cells truly reflected active engagement in oxidative turnover and not a general increase in all FAs (Fig. 2h). Together, these results show that CD37-deficiency in mice leads to increased uptake and processing of palmitate by CD37KO B cells, confirming the earlier observed phenotype in human lymphoma B cells.

### CD37-deficient lymphoma cells actively process palmitate into essential building blocks

Next, we investigated whether the enhanced FAO in CD37KO cells (Figs. 1 and 2) was a direct consequence of exogenous palmitate using carbon tracing studies that also provide detailed insights into what kind of metabolites and building blocks are produced directly from palmitate. Palmitate is processed in the FAO pathway, generating multiple NADH moieties and acetyl-CoA during each cycle (full palmitate breakdown generates eight acetyl-CoA moieties that can feed into the TCA cycle). Upon palmitate supplementation, FAO-enzymes will compete between newly imported 16 C and already partially oxidised shorter acyl-moieties. As such, the accumulation of SCFAs is indicative of active mitochondrial uptake and processing of FAs^36,37^. WT and CD37KO lymphoma cells were supplemented with ^13^C- palmitate to study to what extent these cells process exogenous palmitate directly. Since the two ^13^C-carbons of ^13^C-acetyl-CoA feed into the TCA cycle, quantifying to what extent metabolites contain at least two ^13^C-isotopes provides information on whether cells use palmitate for energy production, or prioritise the use of TCA-intermediates in more anabolic processes (Fig. 3a). Interestingly, supplementation with ^13^C-palmitate resulted in distinctively different total labelling profiles for WT or CD37KO lymphoma cells, meaning they prioritise different metabolic pathways (Fig. 3b). The sum of M + 0 plus all the labelled isotopes in SCFA-carnitines accumulated in CD37KO cells, confirming that the increase in FAO is a direct consequence of processing exogenous palmitate (Fig. 3c and S3A), in line with our mouse studies. Furthermore, increased accumulation of TCA cycle-intermediates such as citrate, succinate and malate in CD37-deficient lymphoma cells indicated that palmitate was degraded via FAO to fuel the TCA cycle via acetyl-CoA (Fig. 3d and S3B). This is in line with the observed increased palmitate-dependent SRC observed in CD37KO cells (Fig. 1d, f). In addition, the TCA cycle-associated amino acid synthesis profile, was completely different between WT and CD37KO lymphoma cells (Fig. 3e and S3C). Correlation-based clustering revealed that predominantly aspartic acid (ASP), asparagine (ASN) and glutamic acid (GLU) were different between WT and CD37KO cells (Fig. 3e and S3C). Statistical analysis of the different pathways revealed M(n + 2) labelled metabolites to be specifically accumulated in CD37KO over WT cells, independent of M + 0 isotope labelling, confirming specific incorporation of ^13^C from exogenous palmitate. Incorporation of ^13^C from palmitate into SCFA-FAO intermediate ^13^C-4.0-Butyryl-l-carnitine (Fig. 3F) and TCA intermediates ^13^C-citrate (Fig. 3g) and ^13^C-malate (Fig. 3h) occurred significantly more in CD37KO lymphoma cells than in WT cells. These intermediates can either be used for energy production or for building blocks such as membrane lipids (via citrate) and amino acids (Fig. 3a)^9,38^. Interestingly, the essential metabolites for nucleotide synthesis^16,39^, amino acids ^13^C-asparagine and ^13^C-aspartic acid (Fig. S3I), accumulated significantly in CD37KO cells after ^13^C-palmitate supplementation compared to WT cells, especially after 8 h (Fig. 3i). Together, these results show that lymphoma cells lacking CD37 actively process exogenous palmitate via FAO into TCA intermediates and essential building blocks (such as citrate and ASP), confirming a CD37-dependent metabolic shift in these tumour cells.

**Fig. 3:**
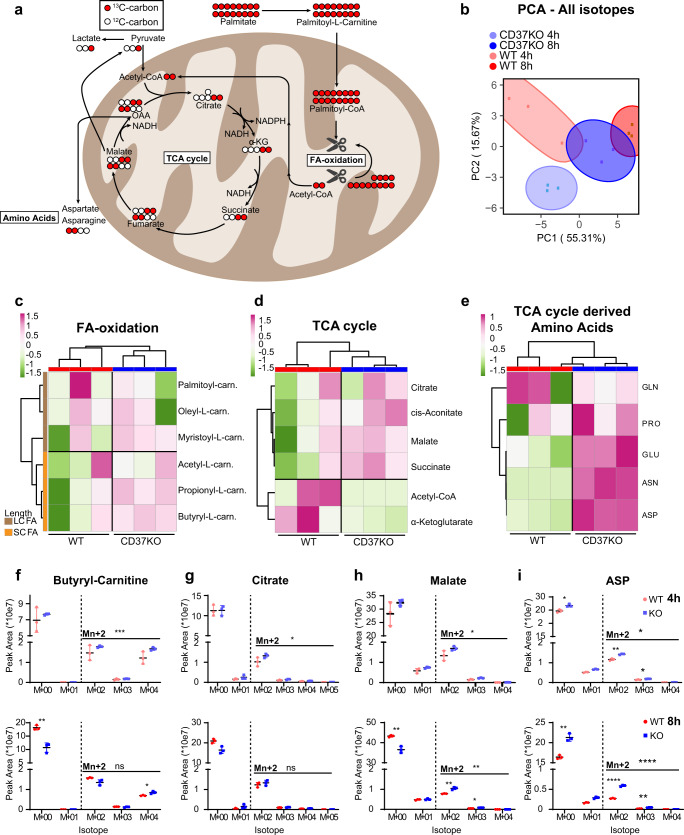
^13^C-palmitate carbons are incorporated into TCA intermediates and essential building blocks in CD37KO lymphoma cells. WT (*n* *=* 3) and CD37KO (*n* *=* 3) lymphoma (BJAB) cells were supplemented with ^13^C-palmitate (50 µM) for 4 and 8 h. Each of the ^13^C-palmitate carbons (red circles) can be incorporated into different metabolic pathways (**a**). Principle component analysis (PCA) revealed group defining, differential incorporation between WT and CD37KO after 4 or 8 h of ^13^C-palmitate supplementation (**b**). Levels of M + 0 plus labelled M + n ^13^C-long-chain fatty acid-carnitines and ^13^C-short-chain fatty acids (**c**), ^13^C-TCA intermediates (**d**), and ^13^C-amino acids (**e**) after 4 or 8 h of ^13^C-palmitate supplementation were Log-transformed and analysed in greater detail with correlation-based-clustering. Sums of peak areas of all isotopes of significant values from the different pathways in **c–e** after 4 and 8 h were quantified (**f** -8 h M + 00; *p* *=* 0.0027, M + 04; *p* *=* 0.0170, **h** -8 h M + 00; *p* *=* 0.0097, M + 02; *p* *=* 0.0024, **i** -4 h M + 00; *p* *=* 0.0215, M + −2; *p* *=* 0.0065, M + 03; *p* *=* 0.0208, **f** -8 h M + 00; *p* *=* 0.0037, M + 02; *p* *<* 0.0001, M + 03; *p* *=* 0.0036) (**f–i**). Sums of M + 2 labelling patterns were separately analysed (Mn + 2, **f** -4 h; *p* *=* 0.0007, **g** -4 h; *p* *=* 0.0188, **h** -4 h; *p* *=* 0.0017, **h** -8 h; *p* *=* 0.0071, i -4 h; *p* *=* 0.0132, **i** -8 h; *p* *<* 0.0001). Two-way ANOVA with Tukey’s post hoc test of **c–e** were performed to check for significant differences between the indicated groups (**f–i**), ns not significant, *p *<* 0.05, **p *<* 0.01, ***p *<* 0.001, ****p *<* 0.0001. Error bars represent mean ± SD. Data were derived from six CD37KO and six CD37-positive (WT) independent human lymphoma cell cultures in one experiment. Source data are provided as a Source Data file. See also Supplementary Fig. 3.

### CD37 inhibits palmitate uptake in B-cell lymphoma via interaction with FATP1

Next, we investigated the molecular mechanism underlying CD37-dependent inhibition of uptake and processing of exogenous palmitate in aggressive lymphoma. We first established the uptake potential of palmitate in human lymphoma cells, since palmitate was specifically deprived from serum (Fig. 2) and was actively processed in B cells of CD37-deficient mice (Fig. 2) and human lymphoma cells (Fig. 1). Indeed, uptake of fluorescent palmitate analogue (Bodipy FL C16) was significantly enhanced in CD37KO lymphoma cells compared to WT lymphoma cells (Fig. 4a). To verify that this distinctive uptake profile was a direct consequence of CD37 expression, we performed rescue experiments in which full-length CD37 was re-introduced in CD37KO lymphoma cells. CD37 re-expression in CD37KO lymphoma cells resulted in a significant reduction in uptake of palmitate compared to mock-transfected cells, resembling the WT phenotype (Fig. 4b). This was specific for palmitate, since lauric acid fluorescent analogue (Bodipy 12 C) and glucose analogue uptake (fluorescent tracer, 2-NBDG) did not differ between these genotypes (Fig. 4c, d). Furthermore, CD37KO lymphomas increased their uptake of glucose upon re-introduction of CD37 (Fig. 4e). To exclude that these findings were restricted to one lymphoma cell line, we analysed several different CD37-positive and CD37-negative lymphoma cell lines for their response to palmitate. Indeed, endogenous CD37-negative lymphoma cell lines (OciLy19 and SUDHL6) resembled the CD37KO phenotype and displayed increased ATP producing capacity and spare respiratory capacity (SRC) upon palmitate supplementation, which was abolished by an FA-metabolism inhibitor, etomoxir (Fig. S4A–I). In contrast, this palmitate-dependent metabolic response was absent in endogenously CD37-positive lymphoma cell lines (OciLy8, DOHH2) (Fig. S4E–J), resembling the WT phenotype (Fig. S4A, B). Collectively, these results support a universal role for CD37 in the direct inhibition of LCFA uptake in B-cell lymphoma.

**Fig. 4:**
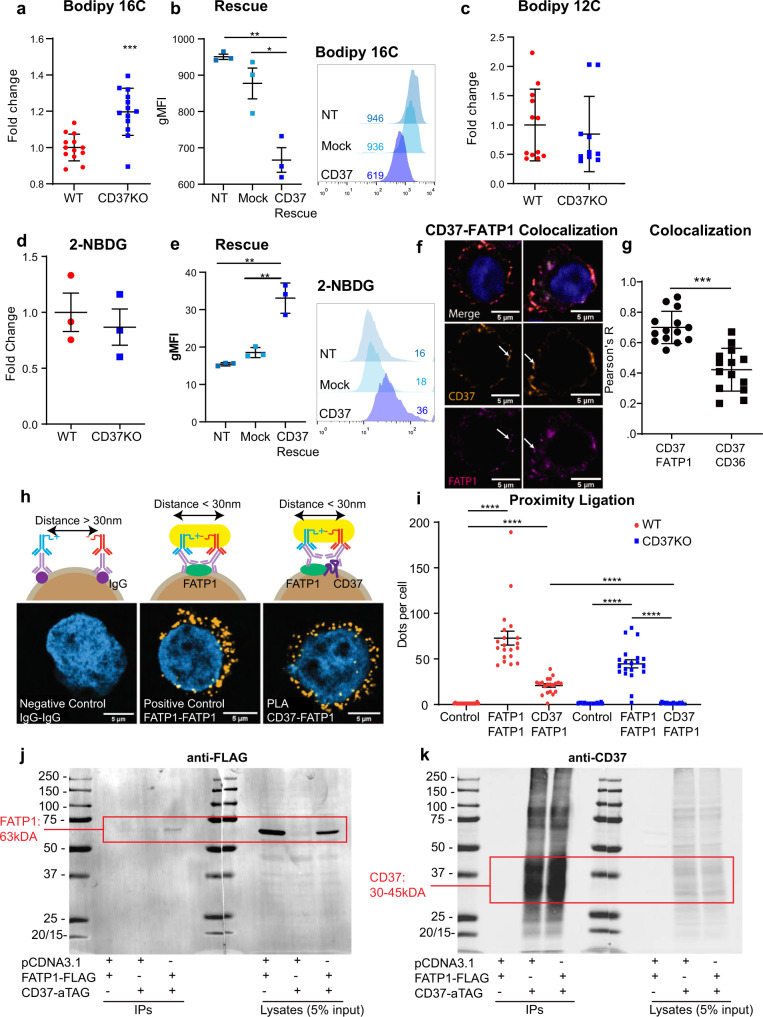
CD37 inhibits the uptake of palmitate in B-cell lymphoma via interaction with fatty acid transporter FATP1. Human lymphoma BJAB cells supplemented with fluorescent analogue for palmitate (Bodipy FL C16) (*n* = 13, *p* = 0.00010) (**a**), lauric acid analogue (Bodipy FL C12) (*n* = 10) (**c**) and glucose analogue (2-NBDG) (*n* = 3) (**d**) to assess uptake potential with flow cytometry. BJAB CD37KO cells (*n* = 3) were transfected or mock transfected with a CD37 construct and stained with Bodipy FL C16 (**b**) or 2-NBDG (**e**) to check uptake potential after CD37 rescue (**b**: NT vs rescue; *p* = 0.0012, NT vs Mock; *p* = 0.0178, **e** NT vs rescue; *p* = 0.0017, NT vs Mock; *p* = 0.0042). Confocal microscopic analysis revealed colocalization of CD37 (**f**, yellow, middle panels) and FATP1 (**f**, magenta, bottom panels) in the membranes of WT human lymphoma cells (*n* = 13) (blue: DAPI). Pearson’s R (*p* < 0.0001) analysis indicates the likelihood of CD37 and FATP1, or CD37 and CD36, to reside in the same microdomain (**g**). Visualisation of in situ proximity ligation on cells stained with isotype controls (*n* = 21) (**h**, left panel), positive control (*n* = 21) (two different primary antibodies against FATP1) (**h**, middle panel) and CD37 and FATP1 (*n* = 20) (**h**, right panel). The dots per cell were quantified over three independent experiments and visualised for one representative repeat (all; *p* < 0.0001) (**i**) CD37KO lymphoma cells (BJAB) were transfected with empty vector or FATP1-FLAG construct and alfa-tagged (aTAG) CD37 construct and subjected to pulldown on alfa-tagged CD37. Blots were stained with anti-FLAG antibody to reveal specific interaction between CD37 and FATP1 (FATP1: 63 kDa, red square) (**j**), and anti-CD37 antibody (30–45 kDa (glycosylation)) (**k**). Two-way unpaired *t*-tests (**a**, **c**, **d**, **g**) or Two-way ANOVA with Tukey’s post hoc test (**b**, **e**, **i**) were performed to check for significant differences between the indicated groups, *p < 0.05, **p < 0.01, ****p < 0.0001. Error bars represent mean ± SEM. Data in **a–e** and **g** was derived from three independent experiments, **h–k** were repeated at least three times, yielding similar results. gMFI geometric mean fluorescence intensity. Source data are provided as a Source Data file. See also Supplementary Fig. 4.

Uptake of LCFAs occurs via different fatty acid transporters (Solute Carrier Family 27 members (*Slc27A*))^40^ and scavenging receptors (CD36) on the cell membrane^41^. RNA-sequencing analysis of these fatty acid transporters in primary B cells revealed prominent expression of fatty acid transporter protein 1 (*Slc27a1*, FATP1) and of CD36 (Fig. S4M). 

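Primary B cells from the spleens of 3 WT and 3 CD37KO mice were measured, with 1 array per mouse. The cells were isolated by removing those that carry CD43, which resting mature B cells do not carry. Staining for B220, a marker of B cells, served only to assess purity. The methods accept isolations that were not fully pure, so some other cells could remain. The methods place the RNA on an Affymetrix mouse gene array, so the values are hybridization signals and not sequencing reads. GEO's labels give the mice an age of 3 months and the methods an age of 4 to 6 months. In CD37KO B cells, 5 genes were higher and 6 were lower than in WT B cells at an adjusted p under 0.05 from limma, out of 19935 genes tested. Without the adjustment, 590 genes were higher and 596 lower at a p under 0.05, where about 997 would pass by chance. Cd37, the deleted gene (Entrez Gene 12493), had a log2 level of 11.97 ± 0.13 (SD, n = 3 mice) in WT and 8.16 ± 0.011 (SD, n = 3) in CD37KO cells. This is a log2 difference of -3.80 (standard error 0.076, adjusted p = 1.37e-07 from limma). Its signal in CD37KO cells stayed above the background level of 5.77. Which exons its probes cover is not given in the sources used here.

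Slc6a16, the measured gene next to Cd37 on chromosome 7, encodes an orphan transporter. It was at 9.40 ± 0.029 (SD, n = 3) in CD37KO and not above background in any WT array (5.49 ± 0.10, SD, n = 3), which makes it at least 12.4-fold higher (adjusted p = 1.12e-07 from limma). The bound takes the background level wherever a WT array lay under it. Dhdh, a dihydrodiol dehydrogenase, rose by 1.64 on the log2 scale (standard error 0.11, adjusted p = 0.00109 from limma), and Nnt, the mitochondrial nicotinamide nucleotide transhydrogenase, rose by 0.96 (standard error 0.058, adjusted p = 0.000853 from limma). Zfp719, a zinc finger gene, and Napsa, an aspartic protease, were the other genes that rose. Besides Cd37, the genes that fell were Rell1, Spty2d1, Pold1 (the catalytic subunit of DNA polymerase delta), 2410002F23Rik and Siglecg, an inhibitory receptor of B cells. When 1 array was left out at a time, Cd37, Slc6a16, Dhdh and Nnt passed each time, Zfp719 only without WT replicate 3 or CD37KO replicate 2, Rell1 only without CD37KO replicate 2 and Spty2d1 only without WT replicate 2. Pold1, 2410002F23Rik, Siglecg and Napsa never passed (adjusted p 0.0573 to 0.351), so 1 or 2 of the 6 lower genes, Cd37 included, were left. Of the 10 genes other than Cd37, 8 lay among the 150 genes on each side of it, in the gene order of the GRCm38.p6 assembly. Of those 300 neighbours, 51 passed an unadjusted p under 0.05, 17.0% against 5.78% of all other genes. The odds ratio was 3.34 (95% interval 2.41 to 4.56, two-sided Fisher's exact test, p = 9.44e-12, with genes not being independent replicates). It ran from 2.24 to 5.98 when 1 array was left out. With neighbours ranked over all annotated genes, which was run first, it was 5.40. The ranking over measured genes was adopted after that result was seen.

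Genes of neutrophils were higher in the CD37KO samples as a group. The median log2 difference of 18 neutrophil genes was 0.68, and limma's camera test gave an adjusted p of 3.08e-16 with a preset correlation and an adjusted p of 0.338 with an estimated correlation. None of these genes passed an adjusted p under 0.05 from limma over all genes, 6 were higher when adjusted over the list alone, and 13 were higher at an unadjusted p under 0.05. Ordinary least squares called none either, while array weights called 1 and leaving out CD37KO replicate 2 called 4, and no other alternative called any. Mature B cell genes (23 measured) had a median log2 difference of -0.0017 and an adjusted p of 0.966 from camera, and 1 of them, Btk, was lower at an unadjusted p under 0.05.

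The authors deposited log2 values after RMA, which subtracts background, normalizes between arrays and combines the probes of each probe set. From there, 1 probe set per gene was kept, the brightest of those that name a single gene, and background was set at the 95th percentile of 1016 olfactory receptor genes. The precision is limited by the number of arrays. Only 3 of the 11 calls were made by ordinary least squares without pooling the spread over genes, and leaving out 1 array at a time gave 4 to 14 calls, with 14 (12 higher and 2 lower) without CD37KO replicate 2, 4 without WT replicate 1, CD37KO replicate 1 or CD37KO replicate 3, 5 without WT replicate 3 and 6 without WT replicate 2.

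**Figure D1:**
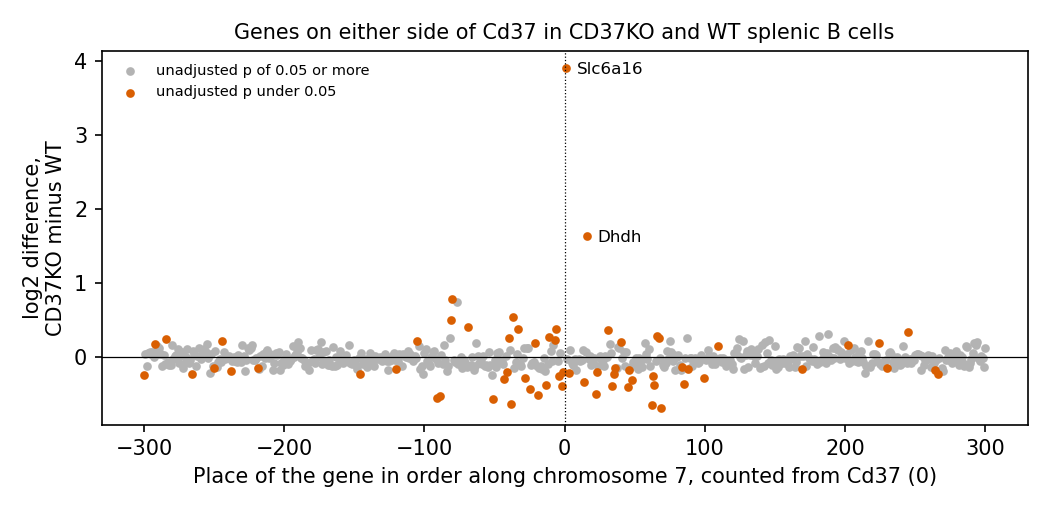
Log2 difference (CD37KO minus WT, 3 arrays each) of the genes in order along chromosome 7, up to 300 genes on each side of Cd37 at 0. Orange points passed an unadjusted p under 0.05 from limma and grey points did not; Slc6a16 and Dhdh stand highest, and orange points are denser near Cd37, where 51 of the nearest 300 genes are orange.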

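Of the 7 fatty acid transporters, 3 were above background in all 6 arrays. Slc27a1, which encodes FATP1 (Entrez Gene 26457), had a log2 level of 6.98 ± 0.093 (SD, n = 3) in WT and 6.97 ± 0.014 (SD, n = 3) in CD37KO B cells. Slc27a4, which encodes the related transporter FATP4 (Entrez Gene 26569), was at 6.9 ± 0.082 (SD, n = 3) in WT and 6.85 ± 0.17 (SD, n = 3) in CD37KO cells. Cd36, the scavenger receptor that takes up fatty acids (Entrez Gene 12491), was at 9.83 ± 0.065 (SD, n = 3) in WT and 9.67 ± 0.069 (SD, n = 3) in CD37KO cells. Slc27a2, Slc27a3, Slc27a5 and Slc27a6 lay below background in every array, with group means between 4.78 and 5.03. Levels of different probe sets depend on their sequences as well as on the RNA, so they are read here only against background.

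No transporter differed between the genotypes at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and none was called by ordinary least squares. Slc27a1 had a log2 difference of -0.010 (standard error 0.067, adjusted p = 0.981 from limma), and Slc27a4 one of -0.051 (standard error 0.095, adjusted p = 0.917 from limma). Cd36 was the only one of the 7 at an unadjusted p under 0.05, with a log2 difference of -0.16 (standard error 0.067, adjusted p = 0.801 from limma, or 0.322 when adjusted over the list alone). The groups did not overlap for Cd36, and chance alone gives no overlap, in either direction, for 10% of genes with 3 against 3. The list as a whole had a median log2 difference of -0.020 (adjusted p = 0.370 from camera). The same 3 transporters were above background with the line at the 90th or the 99th percentile of the olfactory receptor genes. The paper reads such levels against a background line in Fig. S4M and takes FATP1 and CD36 on to protein measurements in lymphoma cells. That line lies at a log2 level of about 5, read from the figure, under the 5.77 used here. Slc27a6 in WT cells (mean 5.03, with arrays from 4.95 to 5.08) lay below the background used here. It was too close to the line read from the figure to be placed above or below that line.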

Quantification of FATP1 and CD36 protein expression on the surface of WT and CD37KO lymphoma cells revealed no difference between these cell genotypes (Fig. S4N, O). However, dual labelling of CD37 and the palmitate transporters revealed obvious colocalization between CD37 and FATP1 (Pearson’s *R* = 0.71), but significantly less between CD37 and CD36 (Pearson’s *R* = 0.41) (Fig. 4f, g). Next, we investigated whether CD37 could inhibit palmitate uptake via protein interaction with FATP1 in the plasma membrane using proximity ligation assays (PLA) that allows for in situ detection of endogenous protein-protein interactions within nanometre distance^42^. A specific signal indicative of direct interaction between CD37 and FATP1, was observed in WT cells (Figs. 4h, I and S4P). Furthermore, FATP1 was co-immunoprecipitated with CD37 upon overexpression of FATP1-FLAG and CD37-alphaTAG in CD37KO lymphoma cells (Fig. 4j, red: 63 kDa). As a control, overexpression with an empty vector did not result in a positive signal when stained against FLAG-TAG, and transfection efficiency of CD37 was equal between control and FATP1 transfected cells (Fig. 4k: 30–45 kDa). Together, these results demonstrate a specific interaction between tetraspanin CD37 and the LCFA-transporter FATP1 on the cell surface of aggressive B-cell lymphoma.

### Inhibition of FATP1 reversed the CD37-dependent fatty acid metabolic switch

Since CD37 has different interaction partners^20,28^, some of which can affect signalling, we next studied whether the CD37-dependent metabolic switch was caused by loss of FATP1 inhibition. To assess this question, we treated CD37KO and WT lymphoma cells with specific inhibitors for FATP1, arylpiperazine 5k (DS22420314, referred to as compound ”5k” and “12a”)^43,44^. First, we verified that the FATP1 inhibitors, did not affect the viability of the WT and CD37KO lymphoma cells directly (Fig. S5A). In the presence of compound 5k, the palmitate-dependent substrate-induced OCR and the SRC of CD37KO lymphoma cells was abolished and mostly restored to WT levels (Fig. 5a–c). Interestingly, the inhibition was specific for palmitate, since there was no 5k-dependent effect observed on lymphoma B cells supplemented with oleic acid (FA(18:1)) (Fig. 5d–f). Furthermore, ATP quantification after FATP1 inhibition in a full growth medium, supplemented with palmitate, decreased the total amount of ATP produced in CD37KO lymphoma cells, whereas WT cells treated with compound 5k showed no difference in energy production (Figs. 5g and S5C). Moreover, the combination of 5k and palmitate decreased ATP accumulation relative to palmitate only in an endogenously CD37-negative cell line (OciLy19), in contrast to a CD37-positive cell line (OciLy8), which did not display a decrease in palmitate-dependent ATP production upon FATP1 inhibition (Fig. S5B). Additionally, uptake of palmitate fluorescent analogue decreased in a concentration-dependent manner of 5k and 12a in both WT and CD37KO lymphoma cells, yet the effect was bigger in CD37KO (Fig. 5h, i) and in endogenously CD37-negative lymphoma cells (Fig. S5D). This concentration-dependent inhibition of palmitate uptake was confirmed in primary CD37-deficient B cells (Fig. S5E, F). In contrast, uptake of lauric acid (an MCFA, not dependent on FATP1) was completely unaffected by compounds 5k and 12a, in both lymphoma cell lines and primary B cells (Fig. S5F–H). Together, these results confirm that FATP1 is the primary transporter responsible for the fatty acid metabolic switch in the absence of CD37.

**Fig. 5:**
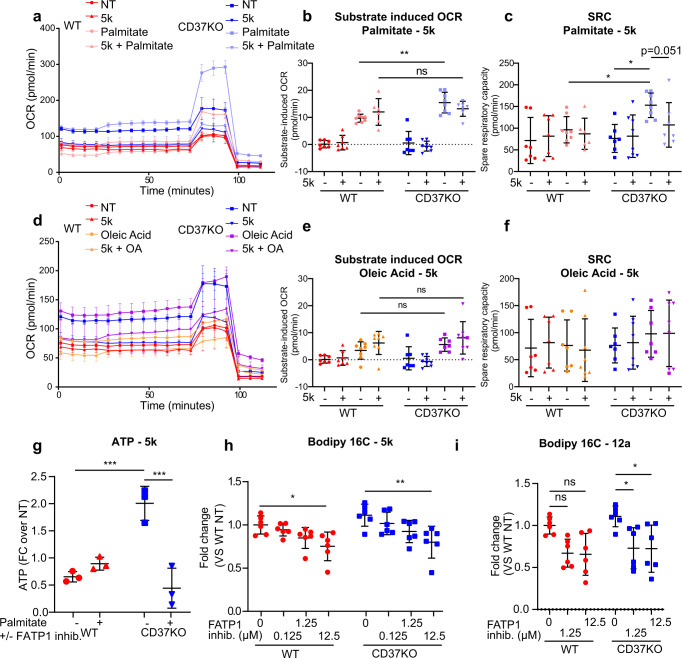
Inhibition of fatty acid transporter FATP1 abolishes fatty acid metabolic switch in CD37KO B-cell lymphoma. WT and CD37KO lymphoma cells (BJAB) were incubated in a nutrient-rich medium with or without FATP1 inhibitor (compound 5k (12.5 µM)) for 2 h. Cells were then transferred to a nutrient-restricted medium with (*n* = 8) or without (*n* = 8) compound 5k and subjected to an acute substrate injection of medium or palmitate (50 µM) (**a**) or oleic acid (50 µM) (**d**) at *t* = 30 min. Continuous oxygen consumption ratio (OCR) values are shown in response to FCCP (1 µM) at *t* = 70 min and Rotenone/AntimycinA (Rot/AA) (1 µM) at *t* = 100 min. Substrate-induced OCR (**b**, **e**) were calculated as the difference between baseline and acute substrate injection (**b**: *p* = 0.0099). The spare respiratory capacity (SRC) (**c**, **f**) was calculated as the difference in OCR between baseline and FCCP (**c**: WT vs KO; *p* = 0.0365, KO vs KO palmitate; *p* = 0.0188). Relative ATP production (counts per second, CPS) was assessed in response to 24-h FATP1 inhibition with compound 5k (12.5 µM) (*n* = 3, WT− vs KO−; *p* = 0.0008, KO− vs KO+; *p* = 0.0003) (**g**). Decrease in palmitate uptake was measured after 2 h FATP1 inhibition with compound 5k (*n* = 6, WT; *p* = 0.0147, KO; *p* = 0.0033) (**h**) and 12a (*n* = 6, KO; *p* = 0.0355, *p* = 0.0315) (**i**) and compared to non-treated cells (*n* = 6). Experiments were repeated three times, yielding similar results. Two-way ANOVA with Tukey’s post hoc test were performed to check for significant differences between the indicated groups, ns not significant *p < 0.05, **p < 0.01, ***p < 0.001 ****p < 0.0001. Error bars represent mean ± SD. Source data are provided as a Source Data file. See also Supplementary Fig. 5.

### Inhibition of fatty acid metabolism detrimental to CD37KO lymphoma

Next, we investigated whether the CD37-dependent metabolic shift towards FA metabolism due to lack of FATP1 inhibition could be therapeutically targeted. WT and CD37KO lymphoma cells were treated with an inhibitor of the mitochondrial enzyme carnitine-palmitoyl-transferase 1a (CPT1a). CPT1a catalyses the binding of an activated long-chain fatty acid to carnitine resulting in a long-chain acylcarnitine that can pass the mitochondrial membrane. Therefore, CPT1a is one of the key enzymes responsible for the transport of LCFAs, including palmitate, into the mitochondria^45^. Strikingly, inhibition of CPT1a with ST1326 resulted in significantly lower viability and proliferation of CD37KO lymphoma compared to WT lymphoma cells in a concentration-dependent manner (Figs. 6a–c and S6A–D). Furthermore, palmitate processing into energy was abolished in CD37KO lymphoma cells treated with CPT1a inhibitor in a concentration-dependent manner (Fig. 6d). Additionally, the palmitate-dependent increased spare respiratory capacity (SRC) of endogenous CD37-negative (OciLy19, SUDHL6) lymphoma cell lines was lost when treated with the CPT1a inhibitor (Fig. S6K–N), whereas no effect of palmitate supplementation in combination with CPT1a inhibition was observed in endogenous CD37-positive (OciLy8, WSU-NHL) lymphoma cells (Fig. S6G–J). Since palmitate is delivered to the mitochondria from both exogenous sources and endogenous lipolysis (lipid droplets) during catabolic states in vivo, we assessed whether exogenous sources were responsible for the viability and proliferation of CD37KO lymphoma by inhibiting long-chain-fatty acid-CoA ligases (ACSLs). ACSLs catalyse the activation of exogeneous FFAs and, as such are essential for the effective processing of exogenous palmitate^46^. The viability of both WT and CD37KO lymphoma cells decreased in a concentration-dependent manner (Figs. 6e, f and S6D–F), yet CD37KO cells were significantly more affected than WT cells, indicating more dependency of CD37KO lymphomas on fatty acid activation. Interestingly, whereas CPT1a inhibition in CD37KO cells mostly resulted in apoptosis (Fig. S6A, B), ACSL1 inhibition resulted in more necrosis (Fig. S6F). Similar to CPT1a inhibition, palmitate-induced energy production by CD37KO lymphoma cells was significantly diminished upon treatment with ACSL1 inhibitor compared to WT control cells (Fig. 6g). Importantly, these cells were cultured in nutrient-rich conditions, replete with alternative energy substrates, yet this was not sufficient for CD37KO lymphoma cells to overcome the limitations posed by inhibition of FA metabolism. Collectively, these results indicate that CD37KO lymphoma cells become dependent on the FA-metabolic switch and, as such, can be targeted by metabolic inhibitors to decrease survival and proliferation.

**Fig. 6:**
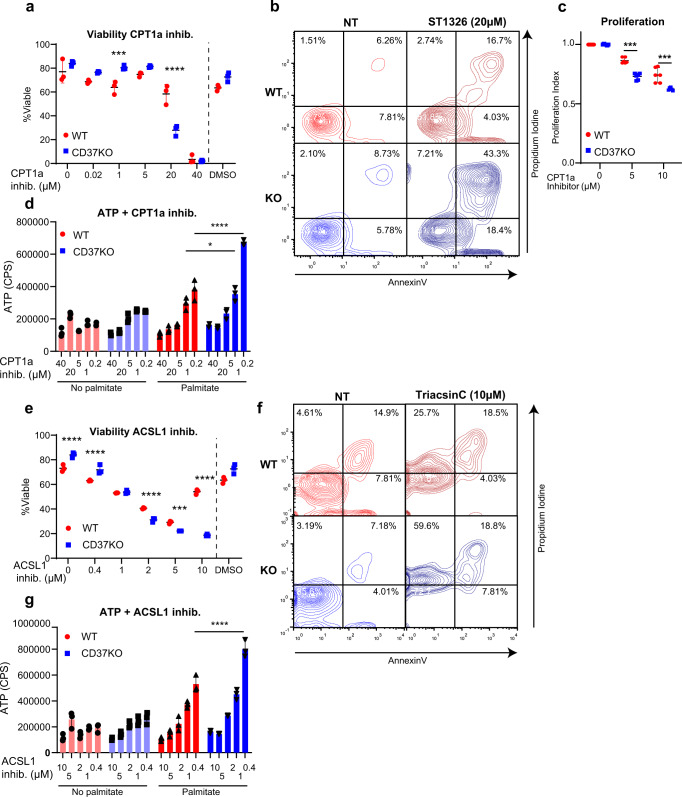
CD37KO B-cell lymphomas are dependent on the fatty acid metabolic switch and can be therapeutically targeted using FA inhibitors. Effects of 24 h CPT1a inhibition with ST1326 at indicated concentrations on viability (*n* = 3, 1 µM; *p* = 0.0031, 20 µM; *p* < 0.0001), apoptosis, necrosis (**a**, **b**) proliferation capacity (*n* = 6, 5 µM; *p* = 0.0003, 10 µM; *p* = 0.0009) (**c**) and on palmitate-dependent energy production by WT and CD37KO lymphoma cells (*n* = 3, 1 µM; 0.0297, 0.2 µM; *p* < 0.0001) (in counts per seconds, CPS) (**d**). Effects of 24 h ACSL1 inhibition with TriacsinC at indicated concentrations on viability (0, 0.4, 2, and 10 µM; *p* < 0.0001, 5 µM; *p* = 0.0005), apoptosis, necrosis (**e**, **f**) and on palmitate-dependent energy production by WT and CD37KO lymphoma cells (*n* = 3, 0.4 µM; *p* < 0.0001) (in counts per seconds, CPS) (**g**). Two-way ANOVA with Tukey’s post hoc test revealed significant differences between the indicated groups, *p < 0.05, **p < 0.01, ***p < 0.001 ****p < 0.0001. Error bars represent mean ± SD. Experiments were repeated twice, yielding similar results. Source data are provided as a Source Data file. See also Supplementary Fig. 6.

### Primary human CD37-negative lymphomas have enhanced lipid storage capacity

Besides direct processing of palmitate via FAO, some cells can store fatty acids into specialised organelles called lipid droplets (LDs). These LDs have been correlated to chemoresistance and worse prognosis of patients^3,47–49^. To investigate whether CD37-deficiency affected lipid storage, WT and CD37KO lymphoma cells were analysed for the presence of lipid droplets. In unstimulated cells, the quantity of lipid droplets was significantly higher in CD37KO lymphoma cells compared to WT lymphoma cells (Figs. 7a and S7A). Furthermore, supplementation of palmitate led to a dose-dependent increase in LDs in CD37KO lymphoma cells, whereas WT cells did this to a far lesser extent (Fig. 7b). Interestingly, higher concentrations of palmitate led to diminished viability of WT lymphoma cells, potentially due to their inability to form new LDs and subsequent lipotoxicity. In contrast, CD37KO cells remained viable even with the highest concentration of palmitate (Fig. S7B). Moreover, inhibition of fatty acid synthase (FAS) resulted in significantly more necrotic CD37KO lymphoma cells (Fig. S7C, D). Furthermore, inhibition of FAS did result in a significant reduction in ATP availability only in CD37KO lymphoma cells (Fig. S7E). FAS is an essential enzyme involved in lipid storage in LDs^50^ that has been reported to be overexpressed in non-Hodgkin lymphoma^51^, mantle cell lymphoma^52^, and other cancer types^10^. Overall, these results indicate an enhanced capacity of CD37KO lymphoma cells to survive and store exogenous FAs in lipid droplets, which is essential for long-term energy supply and prevention of lipotoxicity.

**Fig. 7:**
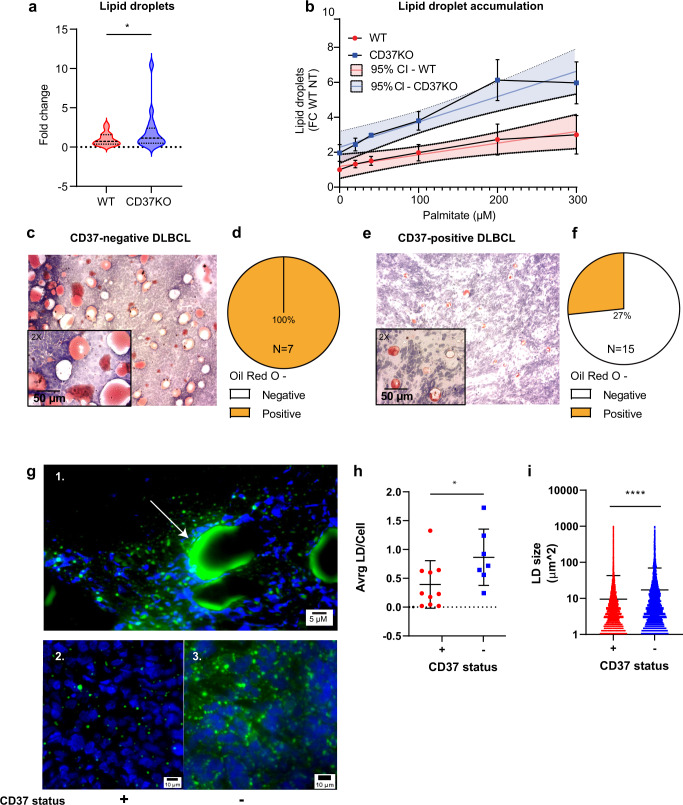
CD37-deficient lymphoma cells and primary human lymphomas have enhanced lipid storage capacity. Human WT and CD37KO lymphoma cells (BJAB) were stained with Bodipy 493/503 that accumulates in neutral lipid regions found in lipid droplets. Quantification of LDs in untreated conditions (*n* = 16, *p* = 0.0257) (**a**) and palmitate supplemented (**b**) human WT (*n* = 4) and CD37KO (*n* = 2) lymphoma cells using flow cytometry. Experiments were repeated three times, yielding similar results. Tissues of primary CD37-negative DLBCL (**c**) and CD37-positive DLBCL (**e**) were stained with oil red O (ORO) and counterstained with haematoxylin. Quantification of ORO-positive tumour tissues from CD37-negative (*n* = 7) (**d**) and CD37-positive (*n* = 15) (**f**) DLBCLs. Same tissues were also stained with Bodipy 493/503 for 30 min and visualised using fluorescent microscopy to show the proximity of cells with LDs to large lipid deposit (1. arrow) and a zoom of CD37 positive (2.) and negative (3.) cells (**g**). Three large zones were selected from each total-section tile scan and analysed for the size (CD37pos: *n* = 27357 LD in ten individual tissue sections, CD37neg: 6827 LD in seven individual tissue sections, *p* = 0.0482) (**h**) and amount relative to nuclei (**i**) of the lipid droplets. One-way paired t-test (**a**) and two-way unpaired t-test (**h**, **i**) revealed significant differences between indicated groups, *p < 0.05, ****p < 0.0001. Blue (squares) and red (circles) zones (**b**) represent the 95% Confidence interval for the trend. Error bars represent mean ± SD. Source data are provided as a Source Data file. See also Supplementary Fig. 7.

Finally, we investigated whether the enhanced storage capacity of CD37-deficient lymphoma cells was also observed in primary human B-cell lymphoma tissues. To this end, a panel of diffuse large B-cell lymphoma (DLBCL) tissues (*n* = 22) were analysed for the presence of lipid deposits using oil red O (ORO) staining. The panel consisted of 15 CD37-positive DLBCLs and seven CD37-negative DLBCLs, the latter correlating to inferior clinical outcome^20^. Large lipid deposits were found in 100% of CD37-negative DLBCL (*n* = 7) (Fig. 7c, d), in contrast to only 27% of CD37-positive DLBCLs cases (*n* = 15) (Fig. 7e, f). In addition, CD37-negative DLBCLs contained a larger ORO-positive tissue area compared to CD37-positive, ORO-positive DLBCLs. These large macro-structured lipid droplets correlated with more intracellular LDs per lymphoma cell in CD37-negative DLBCL tissue (Fig. 7g, h). Cells residing in close proximity to the large lipid deposits were often observed full of intracellular lipid droplets (Fig. 7g, panel 1). Furthermore, the average LD in CD37-negative DLBCL tissues was larger compared to CD37-positive DLBCL tissues (Fig. 7i). 

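Pla2g2d encodes a secreted phospholipase A2 that releases fatty acids from phospholipids (Entrez Gene 18782). Its log2 level was 7.12 ± 0.34 (SD, n = 3) in WT and 8.24 ± 0.27 (SD, n = 3) in CD37KO splenic B cells. The log2 difference was 1.11 (standard error 0.18), a fold of 2.16, and all 3 CD37KO arrays lay above all 3 WT arrays. This difference did not pass the adjustment over all genes (adjusted p = 0.258 from limma) nor that over 223 measured genes of fatty acid metabolism alone (adjusted p = 0.0561 from limma). Over that list alone it passed with median centring (unadjusted p = 0.000115 from limma). It also passed there with array weights (unadjusted p = 0.000556 from limma). The same held without WT replicate 1 (unadjusted p = 3.92e-05 from limma) or CD37KO replicate 2 (unadjusted p = 0.000173 from limma). It did not pass by ordinary least squares (unadjusted p = 0.0114) or when any other array was left out. Nor did it pass with another quantile normalization, the mean of its probe sets, only genes above background, eBayes with trend and robust, or the replicate block. These settings gave an unadjusted p of 0.000254 to 0.00044 from limma. An exact two-sided permutation test of the single difference gave p = 0.10, the smallest that 3 against 3 allows. By unadjusted p, Pla2g2d came 1st among the fatty acid metabolism genes that were higher in CD37KO cells, and 9th among all genes that were higher.

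The 223 genes came from 9 lists fixed before the data were examined. None was higher or lower at an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 6 were higher and 9 were lower, against about 11.2 expected by chance. Ordinary least squares called none after adjustment either. Above background and higher were Pla2g2d, the coactivators Ppargc1a and Pprc1, the acyltransferase Agpat5 and the carnitine carrier Slc25a20, whose log2 difference was 0.28 (standard error 0.086, adjusted p = 0.801 from limma). Of the 9 that were lower, 7 were below background in every array, among them Pla2g2a and Pla2g2c, and only Fitm2 and Cd36 were above it.

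Genes of mitochondrial fatty acid oxidation (34 measured) had a median log2 difference of 0.040 and were higher as a list by camera (adjusted p = 0.00436 with the preset correlation). The same held for genes of peroxisomal fatty acid oxidation (24 measured, median 0.046, adjusted p = 0.0218). With an estimated correlation neither list passed (adjusted p = 0.497 for both). The array means of both lists overlapped between the genotypes. For both, the 3 highest arrays were WT replicate 1 and CD37KO replicates 1 and 3, which are also the 3 highest for macrophage and monocyte genes. The mean of these 3 arrays exceeded that of the other 3 by 0.062 for the first list and 0.089 for the second on the log2 scale, more than CD37KO exceeded WT (0.053 and 0.050), so whether either rise goes with the genotype stays open. This grouping was compared after the data were seen. The first list lost its call without WT replicate 2 (adjusted p = 0.133), and the second without WT replicate 2 or 3 or CD37KO replicate 1 or 3 (adjusted p up to 0.272). With a neutrophil score as a covariate, chosen after the data were seen, the second list turned to the other sign, with a mean log2 difference relative to other genes of -0.0057 (adjusted p = 0.879, with 0.00468 to 0.879 over the alternatives). In the first list 1 gene was higher and none lower at an unadjusted p under 0.05, and in the second 2 genes were lower, Acot12 and Acox2, both below background. The adjusted p from camera was 0.328 for fatty acid binding and activation, 0.169 for fatty acid synthesis, elongation and desaturation, 0.389 for triglyceride synthesis and lipid droplets, 0.328 for lipolysis and lipases, 0.362 for phospholipases A2 and 0.370 for transcriptional regulators. In the last 2 of these lists the median log2 difference was negative and the mean positive, and camera took the first of them as lower and the second as higher. Among 23 phospholipase A2 genes and receptors, Pla2g2d alone was higher when adjusted over that list alone. Among the enzymes targeted with inhibitors in the study, Cpt1a, the carnitine palmitoyltransferase of mitochondrial import, had a log2 difference of 0.25 (standard error 0.14, adjusted p = 0.801 from limma), and Fasn, the fatty acid synthase, one of -0.0050 (standard error 0.065, adjusted p = 0.989 from limma). The Cpt1a difference ranged from 0.14 to 0.43 when 1 array was left out, and CD37KO replicate 2 (9.16) lay below all WT arrays. Acsl1 was not analysed here.

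Of 18 neutrophil genes, 9 were higher in every CD37KO array than in every WT array, as Pla2g2d was. None of the 18 passed an adjusted p under 0.05 from limma over all genes. The adjusted p of the list from camera was 0.338 with an estimated correlation. Ngp, a granule protein of neutrophils, differed by 2.07 on the log2 scale (standard error 0.34, adjusted p = 0.258 from limma), Lcn2 by 1.97 (standard error 0.40, adjusted p = 0.578 from limma) and S100a8 by 1.62 (standard error 0.37, adjusted p = 0.801 from limma). Ngp passed without CD37KO replicate 2 (adjusted p = 0.00329) and with array weights (adjusted p = 0.0165), with 0.00329 to 1.00 over the alternatives. Lcn2 passed only without CD37KO replicate 2 (adjusted p = 0.0376, with 0.0376 to 1.00 over the alternatives), and S100a8 passed under none. Without CD37KO replicate 2, 29 fatty acid metabolism genes were higher at an unadjusted p under 0.05 and 6 passed when adjusted over the list alone, and 13 were higher without WT replicate 2. With array weights, 22 were higher and 23 lower.

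**Figure D2:**
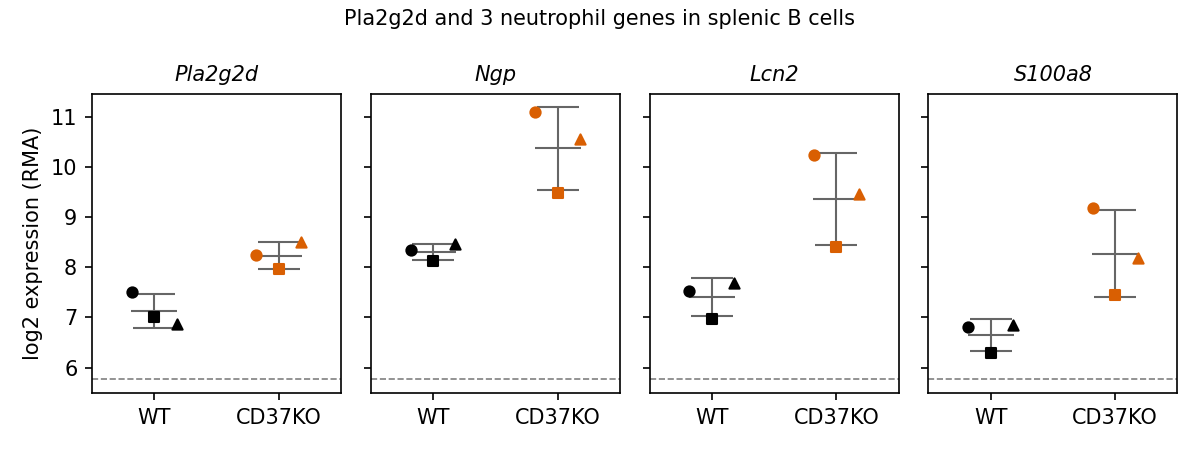
Log2 expression (RMA) of Pla2g2d, Ngp, Lcn2 and S100a8 in the 3 WT and 3 CD37KO arrays, with the mean and SD as grey bars and replicates 1, 2 and 3 as circle, square and triangle; the dashed line is the background level of 5.77. Each gene is higher in all 3 CD37KO arrays than in all 3 WT arrays.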

Finally, we analysed expression levels of FA-metabolism associated genes in CD37-negative and positive primary B cells and found phospholipase 2g2d (*Pla2g2d*) as most significantly upregulated in CD37-negative B cells (Fig. S7F). PLA2g2d can be secreted to release fatty acids from complex extracellular lipid structures, such as macro-lipid deposits^53^. Indeed, database analysis revealed *PLA2g2d* to be highly expressed by DLBCL tissues compared to paired-healthy tissues, whereas this was not the case for any other form of cancer (Fig. S7G, H). In summary, these findings demonstrate that patients with CD37-deficient B-cell lymphoma accumulate lipids for storage within tumour tissues.

## Discussion

Aggressive lymphomas are often associated with altered metabolic phenotypes^16,17,54–57^. Besides the metabolic switch from oxidative respiration to aerobic glycolysis, the importance of other metabolic pathways has recently been established. Lipid metabolism has gained particular attention because changes in this pathway have been found across many different tumour types^4–10^. Still, the exact molecular mechanisms underlying these metabolic alterations and their relation to the inferior clinical outcome of patients have remained largely elusive. Our work identified tetraspanin CD37 as an essential membrane-bound gatekeeper for a fatty acid metabolic switch in aggressive B-cell lymphoma via inhibitory interaction with FATP1.

While previous studies focused predominantly on deciphering protein expression and function of metabolic enzymes to explain altered metabolic phenotypes of cancers, our study demonstrates that fatty acid metabolism is already orchestrated upstream, at the level of the plasma membrane. The biology of fatty acid transporter FATP1 at the molecular level is not well understood, but knockout studies have shown that FATP1 is required for the transport of LCFA and subsequent fatty acid oxidation in various tissues^58^. There are indications that oligomerization of FATP1 at the cell surface enhances its transporter function^59^, something that CD37 could potentially prevent. Irrespective of the type of molecular interaction, our data demonstrate that CD37 is a key modulator of fatty acid metabolism via FATP1 inhibition in B-cell lymphoma.

Aberrant expression of tetraspanins has been reported in a variety of cancer types and affects cell adhesion, migration and metastasis through protein interactions with adhesion receptors, growth factor receptors and signalling molecules^26^. Specific tetraspanin interactions with transporter proteins have only recently been reported, including CD9 with glutamine transporter ASCT2^60^ and TM4SF5 interaction with the amino acid transporter SLC38A9^61^. These studies demonstrate the importance of tetraspanin-partner interactions for the functional regulation of (metabolic) transporters. Tetraspanin CD37 is of special interest due to its prognostic effect on clinical outcomes for lymphoma patients. Aberrant CD37 expression is common in aggressive B-cell lymphoma, exemplified by 60% of patients with CD37-negative DLBCL who have inferior clinical outcome^19,20^, and similar findings have been recently reported for patients with follicular lymphoma^62^. The altered fatty acid metabolism of CD37-negative lymphoma is beneficial for these tumours in multiple ways. Exogenous and endogenous palmitate provides CD37-negative lymphoma cells with high amounts of substrate for breakdown via FAO to fuel the TCA cycle and high production of energy. Furthermore, the superior influx of acetyl-CoA via FAO allows excessive TCA intermediates to be used for alternative, more anabolic processes in CD37-deficient lymphoma. These processes include lipid synthesis via citrate and synthesis of amino acids such as asparagine (ASN) and aspartic acid (ASP) for nucleotide synthesis. Interestingly, both citrate^63,64^ and ASP^38^ have gained a lot of attraction in recent years due to their rate-limiting effect on tumour cell proliferation, and inhibition of the ASP-ASN metabolic pathway in acute lymphoblastic leukaemia (ALL) is the first example of a tumour-metabolism-targeting therapy^65^.

In addition to this beneficial phenotype for proliferation, aberrant lipid metabolism has been associated with increased chemoresistance in breast cancer^66–68^, ovarian cancer^69–71^, pancreatic cancer^72,73^, head and neck cancer^74^, and myeloid leukaemia^75^. Our data is in line with recent gene expression profiling that revealed specific upregulation of FATP1 (and not other fatty acid transporter proteins) during the progression of indolent lymphoma into aggressive DLBCL, further supporting that FATP1-dependent metabolic pathway are key in tumour advancement^76^. Furthermore, increased expression of FATP1 is correlated with decreased overall survival in patients with breast cancer^44^. We now show that loss of CD37 reprograms lymphoma cells into high-energy producing, pro-survival/pro-proliferating aggressive tumours. This reprogramming is dependent on enhanced fatty acid metabolism via FATP1, which may underlie the low response rate to chemotherapy of patients with CD37-negative lymphoma^19^.

Whether CD37 also controls FA metabolism in healthy B cells (and other immune cells) remains unknown. Our finding that the FA profile is altered already in premalignant B cells upon loss of CD37 indicates an important physiological role of CD37 in the lipid metabolism of healthy cells. B-cell function and antibody production is impaired in CD37-deficient mice^28^, although the role of altered lipid metabolism in this immune phenotype needs to be investigated. The expression profile of CD37 differs throughout B-cell development with a low expression on pre-B cells, high on mature B cells and absent on plasma cells^77^, which may be linked to the importance of lipid metabolism in healthy or malignant plasma cell functioning^78,79^. A small subset of the healthy B cells that participate in the germinal centre response, becomes glycolytic in response to serine/threonine protein kinase (GSK3) inhibition and cMyc accumulation^80^. Although this suggests a survival benefit for WT B cells over CD37KO B cells since the former is more glycolytic, maintenance of high levels of TCA intermediates increases the competitive fitness of some aggressive lymphomas in germinal centres^81^. Moreover, the lipid droplet forming potential of cancers has been associated with increased survival in hypoxic environments such as the light zone of germinal centres^3,82,83^. Both lipid droplet formation and TCA maintenance are drastically enhanced in CD37-deficient lymphoma and premalignant B cells, which may be of particular benefit within the germinal centre environment. FATP1-knockout mice show smaller lipid droplets in adipose tissue and fail to retain their core body temperature, despite elevated serum free fatty acid levels, confirming the importance of FATP1 for lipid droplet formation^84^. Furthermore, knockdown of CPT2 resulted in a diminished germinal centre B-cell pool, further confirming an advantage for FA catabolizing, healthy B cells to proliferate in germinal centres^37,85^. Interestingly, in inherited disorders of mitochondrial fatty acid oxidation, increased lipid storage was observed as a result of impaired fatty acid degradation e.g. in the liver and heart^86^. Here, the formation of lipid droplets may also be linked to cytoprotective effects by enabling coordinated oxidation and storage of fatty acids^87^. Thus, the finding of lipid droplet build-up concomitant with stimulated FAO in CD37-deficient cells may represent an adaptive advantage.

Finally, the enhanced lipid droplet formation in CD37-negative DLBCL tissues of patients supports the translational value of our present findings. Studies with therapeutical interventions in fatty acid metabolic pathways, such as CPT1a inhibition in (haematological) cancers are ongoing and show promising results^68,88,89^. Taken together, our study contributes key insights to the fast-growing, yet understudied, field of cancer metabolism and identifies CD37 as a gatekeeper of a fatty acid metabolic switch in aggressive B-cell lymphoma.

## Methods

All research complies with all relevant ethical regulations of the Radboud Institute for Molecular Life Sciences. All murine studies complied with European legislation (directive 2010/63/EU of the European Commission) and were approved by local authorities (CCD, The Hague, the Netherlands) for the care and use of animals with related codes of practice.

### Mouse studies and B-cell isolations

*Cd37*-deficient (CD37KO) mice and wild-type (WT) littermates on a C57BL/6 J background matched for age and gender were used as described^20^. Mice were kept in enriched shelters in a pathogen-free facility with 12 h:12 h light:dark cycle with temperatures between 18–22 °C and a humidity between 40–60%, and had ad libitum access to food (R/M H chow, Sniff, Soest, Germany) and water. Mice were checked daily for general condition and human endpoints included a drop in general condition or cachexia, or loss of weight of more than 15% in 2 days. Mice were euthanized using cervical dislocation at age 4-6 months old. Splenectomy and subsequent CD43-negative MACS isolation were performed under sterile conditions, and splenocytes were randomly assigned to experimental groups. Single-cell suspensions were made from the spleen and lymphocytes were isolated via haemolysis and subsequent density separation with Lympholyte-M (Cedarlane Laboratories, Burlington, Canada). B cells were isolated via negative selection with magnetic CD43-coated beads (Miltenyi Biotec, Bergisch Gladbach, Germany). B220 antibody (5 µg/mL, RA3-6B2, conjugated) (BioLegend, San Diego, CA, USA) staining was used to assess purity using flow cytometry (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany). Only isolations with 90–100% purity were used in this study.

### Lipidomics studies of murine serum and premalignant B cells

Serum was collected from CD37KO mice and WT littermates (aged 16–24 months old, with or without lymphoma) for lipidomic analysis (six healthy mice/genotype and three tumour-bearing mice/genotype). Cell pellets were isolated from wild-type and CD37KO spleens as described above. To dried cell pellets (5e^6^ cells/mouse, normalised to cell count) and serum (25 µL) of WT and CD37KO mice, the following was added: 100 µL water, 160 µL methanol, 25 µL internal standard mix (Sciex, Lipidyzer kit) and 575 µL methyl-tert-butylether (MTBE). All samples were vortexed for 5 s, sonicated for 1 min and then vortexed again for 5 s. To complete lipid extraction, all samples were left at room temperature for 30 min. Next, all samples were centrifuged at 18.213 × *g* for 5 min at 20 ^°^C. From each sample, 750 µL of supernatant was taken and transferred to a 2 mL Eppendorf tube. Extractions were repeated by adding 300 µL of MTBE and 100 µL of MeOH. All samples were vortexed and centrifuged at 18,213 × *g* for 15 min at 20 ^°^C. The organic extracts were combined and 300 µL of water was added for phase separation with subsequent centrifugation at 18,213 × *g* for 5 min at 20 ^°^C. From the upper organic layer, 650 µL of supernatant was transferred to a 1.5 mL glass vial. The organic extract was dried at room temperature under a gentle stream of nitrogen and 250 µL running buffer (50:50 methanol:dichloromethane, MeOH:DCM with 10 mM ammonium acetate) were added to the dried samples. Finally, the samples were to a glass vial for injection. For serum, the identical procedure was applied, using 25 µL of the sample. Further lipidomics analysis was performed as described previously^34^. As plasma has a density of 1.025 g/mL these data are in practice 1:1 translated into nmol/mL. A detailed description of all calculations can be found here^90^, and on the following Github page https://github.com/syjgino/SLA. Datafiles are accessible to everyone in the Source Data.

### Carnitine flux studies

To determine intracellular acylcarnitines, primary WT and CD37KO splenocytes were isolated as described above, washed with PBS and stored at −80 °C until further processing. Cell lysates (0.5-1e^6^ cells) were prepared by resuspending the cells with 150 µL of buffer (PBS supplemented with 1% of protease inhibitor cocktail, P8340, Merck, Darmstadt, Germany), subjecting the cell suspension to three cycles of freeze-thawing in dry-ice/room temperature followed by three cycles of sonication (pulse duration, pause, on ice, instrument used). About 50 µL of cell lysate was then processed by methanol extraction according to standard operating practices for the determination of acylcarnitine profiles for diagnostic purposes in the Laboratory of Clinical Biochemistry and Metabolism, Centre of Metabolism Freiburg. Acylcarnitines were determined via flow-injection into an ultra-performance liquid chromatography system (Acquity UPLC, waters, Massachusetts, USA) coupled to a tandem mass spectrometer (MS/MS, Quattro Premier XE, Waters, Massachusetts, USA). Comparison of acylcarnitine profiles was simplified by pooling the species according to their acyl group chain length, as follows: short chain (C-C5), medium chain (C6-C12) and long chain (C12-C18). All metabolite concentrations were normalised by the total concentration of protein in the cell lysate, determined using the BCA assay (Pierce, Thermo Fisher Scientific, Waltham, MA, USA).

### Quantification of fatty acid transporter and FA-metabolism associated gene expression in primary murine B cells

RNA from three WT and three CD37KO murine CD43−, B220+ B cells was isolated with an RNeasy kit (Qiagen, Hilden, Germany). Samples were enzymatically fragmented and biotinylated using the WT Terminal Labelling Kit (Affymetrix Thermo Fisher Scientific, Waltham, MA, USA). ChIP (GPL6246) was scanned with the Affymetrix Gene ChIP Scanner 3000 7G to conform manufacturer’s instructions (Affymetrix Thermo Fisher Scientific, Waltham, MA, USA). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^91^ and are accessible through GEO Series accession number GSE212032 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212032).

### Studies with human cells and tissues

#### Human cell line handling

Human lymphoma BJAB (Cat: ACC 757), OciLy1 (Cat: ACC 722), OciLy8, WSU-NHL (Cat: ACC 58) (CD37-positive) and OciLy19 (Cat: ACC 528), SUDHL6 (Cat: ATCC CRL-2959) (CD37-negative) cells were cultured in RPMI1640 medium supplemented with 10% heat-inactivated foetal bovine serum (FBS), 1% antibiotic-antimycotic (AA), and 1% ultra-glutamine (UG) (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) and maintained at 37 °C with 5% CO_2_. Cells were seeded at ~3e^5^ cells/mL on the day prior to experiments. CD37-knockout (CD37KO) BJAB and OciLy1 cells were generated by CRISPR/Cas9 technology as described^92^. Cell lines were routinely checked for the absence of mycoplasma contaminations. Cell lines were derived from DSMZ, ATCC and Dr. Blanca Scheijen (Dept. Pathology, Radboudumc) and cell lines were authenticated using STR-analysis.

#### Seahorse metabolic analyser studies

Metabolic respiratory assays were performed as described by the Seahorse manufacturer (Agilent Technologies, Santa Clara, CA, USA). Cells were seeded on Cell-Tak (Corning Incorporated, New York, NY, USA) coated Seahorse cell culture plates and exposed to Seahorse XF Base Medium supplemented with 2 mM glutamine (For measuring extracellular acidification rate, ECAR), or 1 mM pyruvate, 2 mM glutamine, and 10 mM glucose (For measuring oxygen consumption rate, OCR). Cells were subsequently rested in 0% CO_2_ at 37 °C for 45–60 min before measuring.

#### Energy quantification studies

ATP luminescent reporter assays were performed in full growth medium (10% FBS, 1% UG, 1% AA) and supplemented with indicated substrates (10 mM glucose and 10–20 µM palmitate) and inhibitors (as indicated) for 1–2 h (or more if indicated) at 37 °C. Lymphoma cells were lysed with 5% trichloric acid (TCA) (Thermo Fisher Scientific, Waltham, MA, USA) and spun down at 10,000×*g* for 15 min. Supernatants were buffered with TRIS (pH 7.4) (Thermo Fisher Scientific, Waltham, MA, USA). About 50 µL was transferred and measured in triplicate by Cellstar Bioluminescence measure (Gibco, Thermo Fisher Scientific, Waltham, MA, USA).

#### Substrate uptake studies

Uptake of glucose and palmitate were assessed with fluorescent analogues 2-(*N*-(7-Nitrobenz-2-oxa-1,3-diazol-4-yl)Amino)-2-Deoxyglucose (2-NBDG, Thermo Fisher Scientific, Waltham, MA, USA, N13195), Bodipy FL C12 (D3822) and Bodipy FL C16 (D3821) (Thermo Fisher Scientific, Waltham, MA, USA) using flow cytometry (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany). Here, 20 nM 2-NBDG and 40 nM Bodipy FL C12 or C16 (in PBS) was added to 1e^6^ lymphoma cells or 95% pure CD43-, B220 + primary B cells for 15 min at 5% CO_2_ at 37 °C. eFluor 450 (1:2000, Thermo Fisher, Waltham, MA, USA, 65-0863-14) viability dye was used to determine viable cells. Cells were washed before measurement by FACS (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany).

#### Fatty acid metabolism inhibition studies

Inhibition assays were performed in a range of 0.125 to 12.5 µM FATP1 inhibitor, compound 5k and 12a^43,44^ (kindly provided by Tsuyoshi Shinozuka, Japan), 0.02 to 40 µM CPT1a inhibitor, ST1326 (Avanti Lipids, Croda International, Snaith, UK), 5 µM CPT1a inhibitor, Etomoxir (Cayman Chemical, Michigan, USA) and 0.4 to 10 µM ACSL1 inhibitor, Triacsin C (Abcam, Cambridge, UK) in RPMI1640 with 10% FBS, 1% UG, and 1% AA. For the compound 5k studies, WT and CD37KO cells of the same genotypic background (BJAB and OciLy1) were pooled prior to treatment, and later identified by CD37 FACS-signal to exclude differences in culture conditions. About 5 µM CellTrace CFSE (Thermo Fisher Scientific, Waltham, MA, USA) was used to assess proliferation. Cell division numbers were established by assessing peak intensities. AnnexinV/7-AAD (1:100, BioLegend, San Diego, CA, USA, 640930) stainings were used to determine viability after inhibition using flow cytometry (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany).

#### Transporter quantification and colocalization studies

Antibody stainings for flow cytometry (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany) and confocal microscopy (LSM900, Zeiss, Jena, Germany) were performed on cells fixed with 2% paraformaldehyde and blocked with 5 µM FcBlock (Bd Biosciences, San Jose, CA, USA). Antibodies directed against FATP1 (308420, conjugated) (R&D Systems, Minneapolis, MN, USA, IC3304R), CD36 (877302, conjugated) (Novus Biologicals, Centennial, CO, USA, MAB19553AF647) and CD37 (HH1, unconjugated) (Santa Cruz Biotechnology, Dallas, TX, USA, sc-18881) were added as 10 µg/mL in PBS and stained for 30 min at RT in the dark. Isotype controls were added in similar concentrations. A secondary antibody against CD37 was used as 2,5 µg/mL in PBS and stained for 30 min at RT in the dark. For colocalization studies (LSM900, Zeiss, Jena, Germany), the Coloc2 function in ImageJ was used (Version 1.53 g)^93^. Proximity ligation assays (PLA) were performed with FATP1 and CD37 antibodies according to the manufacturer’s instructions (Merck, Darmstadt, Germany). In addition, a second FATP1 antibody (polyclonal) (Novus Biologicals, Centennial, CO, USA, NBP2-69016) was used at 10 µg/mL as a positive control. CD37KO BJAB cells (generated by CRISPR/Cas9 knockout, described in^92^) were used as a negative control in these experiments. Analysis was performed with ImageJ^42,94^.

#### Rescue experiments CD37

CD37-WT-psGFP2-N1 (2 µg/mL) constructs were transfected into CD37KO BJAB lymphoma cells using the Neon^TM^ transfection system (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Cells were resuspended in RPMI1640 with 10% heat-inactivated foetal bovine serum (FBS) and 1% ultra-glutamine (UG) (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) and maintained at 37 °C with 5% CO_2_ for 24 h after transfection.

#### ^13^C-Palmitate-BSA conjugation

A 10% FFA-free BSA (Merck, Darmstadt, Germany) solution was made and filter sterilised. Subsequently, a 20 mM palmitate solution was made by carefully dripping FA stock (200 mM) (605573, Merck, Darmstadt, Germany) solution in pre-warmed water without touching the pipet tip to the water. Sterile filtered KOH 1 M was added while shaking the solution slowly until it became clear. The 10% BSA solution was then added to the FA solution to achieve a 10 mM end concentration. The FA was conjugated to BSA for 30–45 min at 37 °C and mixed carefully every 10 min.

#### Carbon tracing studies

^13^C tracer experiments were performed as described before (Zaal et al., 2017). Human lymphoma WT and CD37KO BJAB cells were cultured in RPMI1640 containing 20 µM [U-13C]D-Palmitate at a density of 3e^5^/mL. After 4 and 8 h, samples were washed with PBS and harvested by centrifugation for 5 min at 1000 × *g* at 4 °C. Metabolites were extracted by adding 100 μL ice-cold MS lysis buffer (methanol/acetonitrile/uLCMS H_2_O (2:2:1)) to the cell pellets. Samples were shaken for 10 min at 4 °C, centrifuged at 14,000 × *g* for 15 min at 4 °C and supernatants were collected for liquid chromatography-mass spectrometry (LC-MS) analysis. LC-MS analysis was performed on a Q-Exactive HF mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) coupled to a Vanquish autosampler and pump (Thermo Fisher Scientific, Waltham, MA, USA). Metabolites were separated on a Sequant ZIC-pHILIC column (2.1 × 150 mm, 5 μm, Merck, Darmstadt, Germany) with a guard column (2.1 × 20 mm, 5 μm, Merck, Darmstadt, Germany) using a linear gradient of acetonitrile and 20 mM (NH4)2CO_3_, 0.1% NH_4_OH in ULC/MS grade water with a flow rate of 100 μL/min. The MS operated in polarity-switching mode with spray voltages of 4.5 and −3.5 kV. Metabolites were identified based on exact mass within 5 parts per million (ppm) and further validated by concordance with retention times of external standards. Metabolites were quantified using Tracefinder software (Thermo Fisher Scientific, Waltham, MA, USA). Peak intensities were normalised based on median peak intensity. Isotopomer distributions were corrected for natural ^13^C abundance in samples supplemented with ^12^C-Palmitate.

#### Co-IP and Western-Blot for CD37 and FATP1

For co-immunoprecipitation of FATP1 and CD37, BJAB CD37KO cells were transfected with constructs for FLAG-FATP1 and alpha-tag-CD37 both in pCDNA3.1 using the Amaxa 4D nucleofection system (SF Cell Line 4D-NucleofectorTM X Kit L, programme CV-104). The next day, cells were collected and washed with PBS and solubilized in a buffer containing Brij 97 (1% Brij 97, 25 mM Tris-HCl pH 7.5, 150 mM NaCl, 2 mM EDTA and phosphatase and protease inhibitors) for 30 min with regular agitation at 4 °C. Non-solubilized material was removed by centrifugation for 10 min at 4500×*g*. The supernatant was precleared by incubating with Sepharose CL-4B beads (G-Biosciences, St. Louis, MO, USA) for 30 min while rotating, followed by centrifugation at 10,000 × *g* for 10 min. Next, the precleared solution was incubated with Alpha Selector beads (Nano Tag Biotechnologies, Göttingen, Germany) for 2 h while rotating to pulldown alpha-tagged CD37. The beads were washed extensively with wash buffer containing 0.1% Brij 97, 25 mM Tris-HCl pH 7.5, 150 mM NaCl, 2 mM EDTA and phosphatase and protease inhibitors. Proteins were eluted with SDS sample buffer and analysed by separation on a 10% SDS-PAA gel followed by transfer to PVDF. The blot was blocked with Intercept-TBS (Li-Cor, Lincoln, USA) for 1 h at room temperature and incubated with mouse anti-FLAG antibody (M2, Sigma/Merck, Darmstadt, Germany, F3165) at a dilution of 1 μg/ml. FLAG-FATP1 was detected with goat anti-mouse IRDye 800 (Li-Cor) and the blot was scanned with a Typhoon laser scanner (Amersham). Immunoprecipitated alpha-tagged CD37 was visualised by stripping the blot and reprobing with rabbit anti-CD37 (GeneTex, Irvine, CA, USA, GTX129598), followed by incubation with donkey anti-rabbit IRDye 800 and imaging with Typhoon laser scanner. N-terminal tagged human FATP1 was obtained from Genscript. N-terminal tagged CD37 was obtained by inserting the alpha tag in the ORF of human CD37 using the Q5 Site-Directed Mutagenesis Kit (NEB). Sequences were verified by Sanger sequencing.

#### Lipid staining lymphoma cell lines and primary tumour tissues of diffuse large B-cell lymphoma patients

WT and CD37KO cells were washed with PBS and resuspended in 2 μM Bodipy 493/503 (Thermo Fisher Scientific, Waltham, MA, USA) in PBS with 0.5% foetal cow serum. Cell suspensions were kept at 37 °C and 5% CO_2_ for 15 min. Suspensions were then washed and analysed by flow cytometry (MACS Quant, Miltenyi Biotec, Bergisch Gladbach, Germany). Frozen tissues of diffuse large B-cell lymphoma patients were sectioned at 4 µm and air-dried for 30 min prior to staining. Sections were submerged in prediluted Oil Red O in 0.5% propylene glycol (Merck, Darmstadt, Germany) for 60 min at RT, or in 2 µM Bodipy 493/503 for 30 min. Sections were then briefly and carefully rinsed with demineralised water and subsequently counterstained with Haematoxylin (Merck. Darmstadt, Germany) or nuclear dye DAPI (for ORO and Bodipy samples, respectively) for 10 min. After counterstaining, the sections were rinsed with a continuous water stream. Finally, sections were embedded and enclosed with pre-heated glycine-gelatine.

#### Statistics and reproducibility

All source data is provided within this paper. Statistical analysis was performed using GraphPad Prism 8 software. Each statistical test performed is indicated in the associated figure legends. Experiments with human tumour material were performed blinded. No statistical method was used to predetermine sample sizes. Data obtained using the Seahorse metabolic analyser were checked for proper injection of the inhibitors or uncouplers, and wells that did not show response to inhibitors or uncouplers were excluded from analysis. In all figure legends, we identify the meaning of the error bars, the amount of biologically independent groups, the exact *p* values and the number of independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The lipidomics data generated in this study have been made available in the Source Data and are accessible to everyone. The RNA-data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^91^ and are accessible through GEO Series accession number GSE212032. All raw data are available in the main article, supplementary information, and source data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Fatty acid metabolism in aggressive B-cell lymphoma is inhibited by tetraspanin CD37
**Source:** Nat Commun. 2022 Sep 13;13:5371. doi: 10.1038/s41467-022-33138-7

**Supplementary Fig. 1**

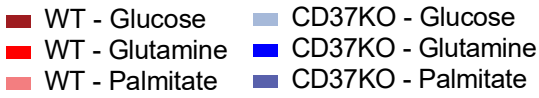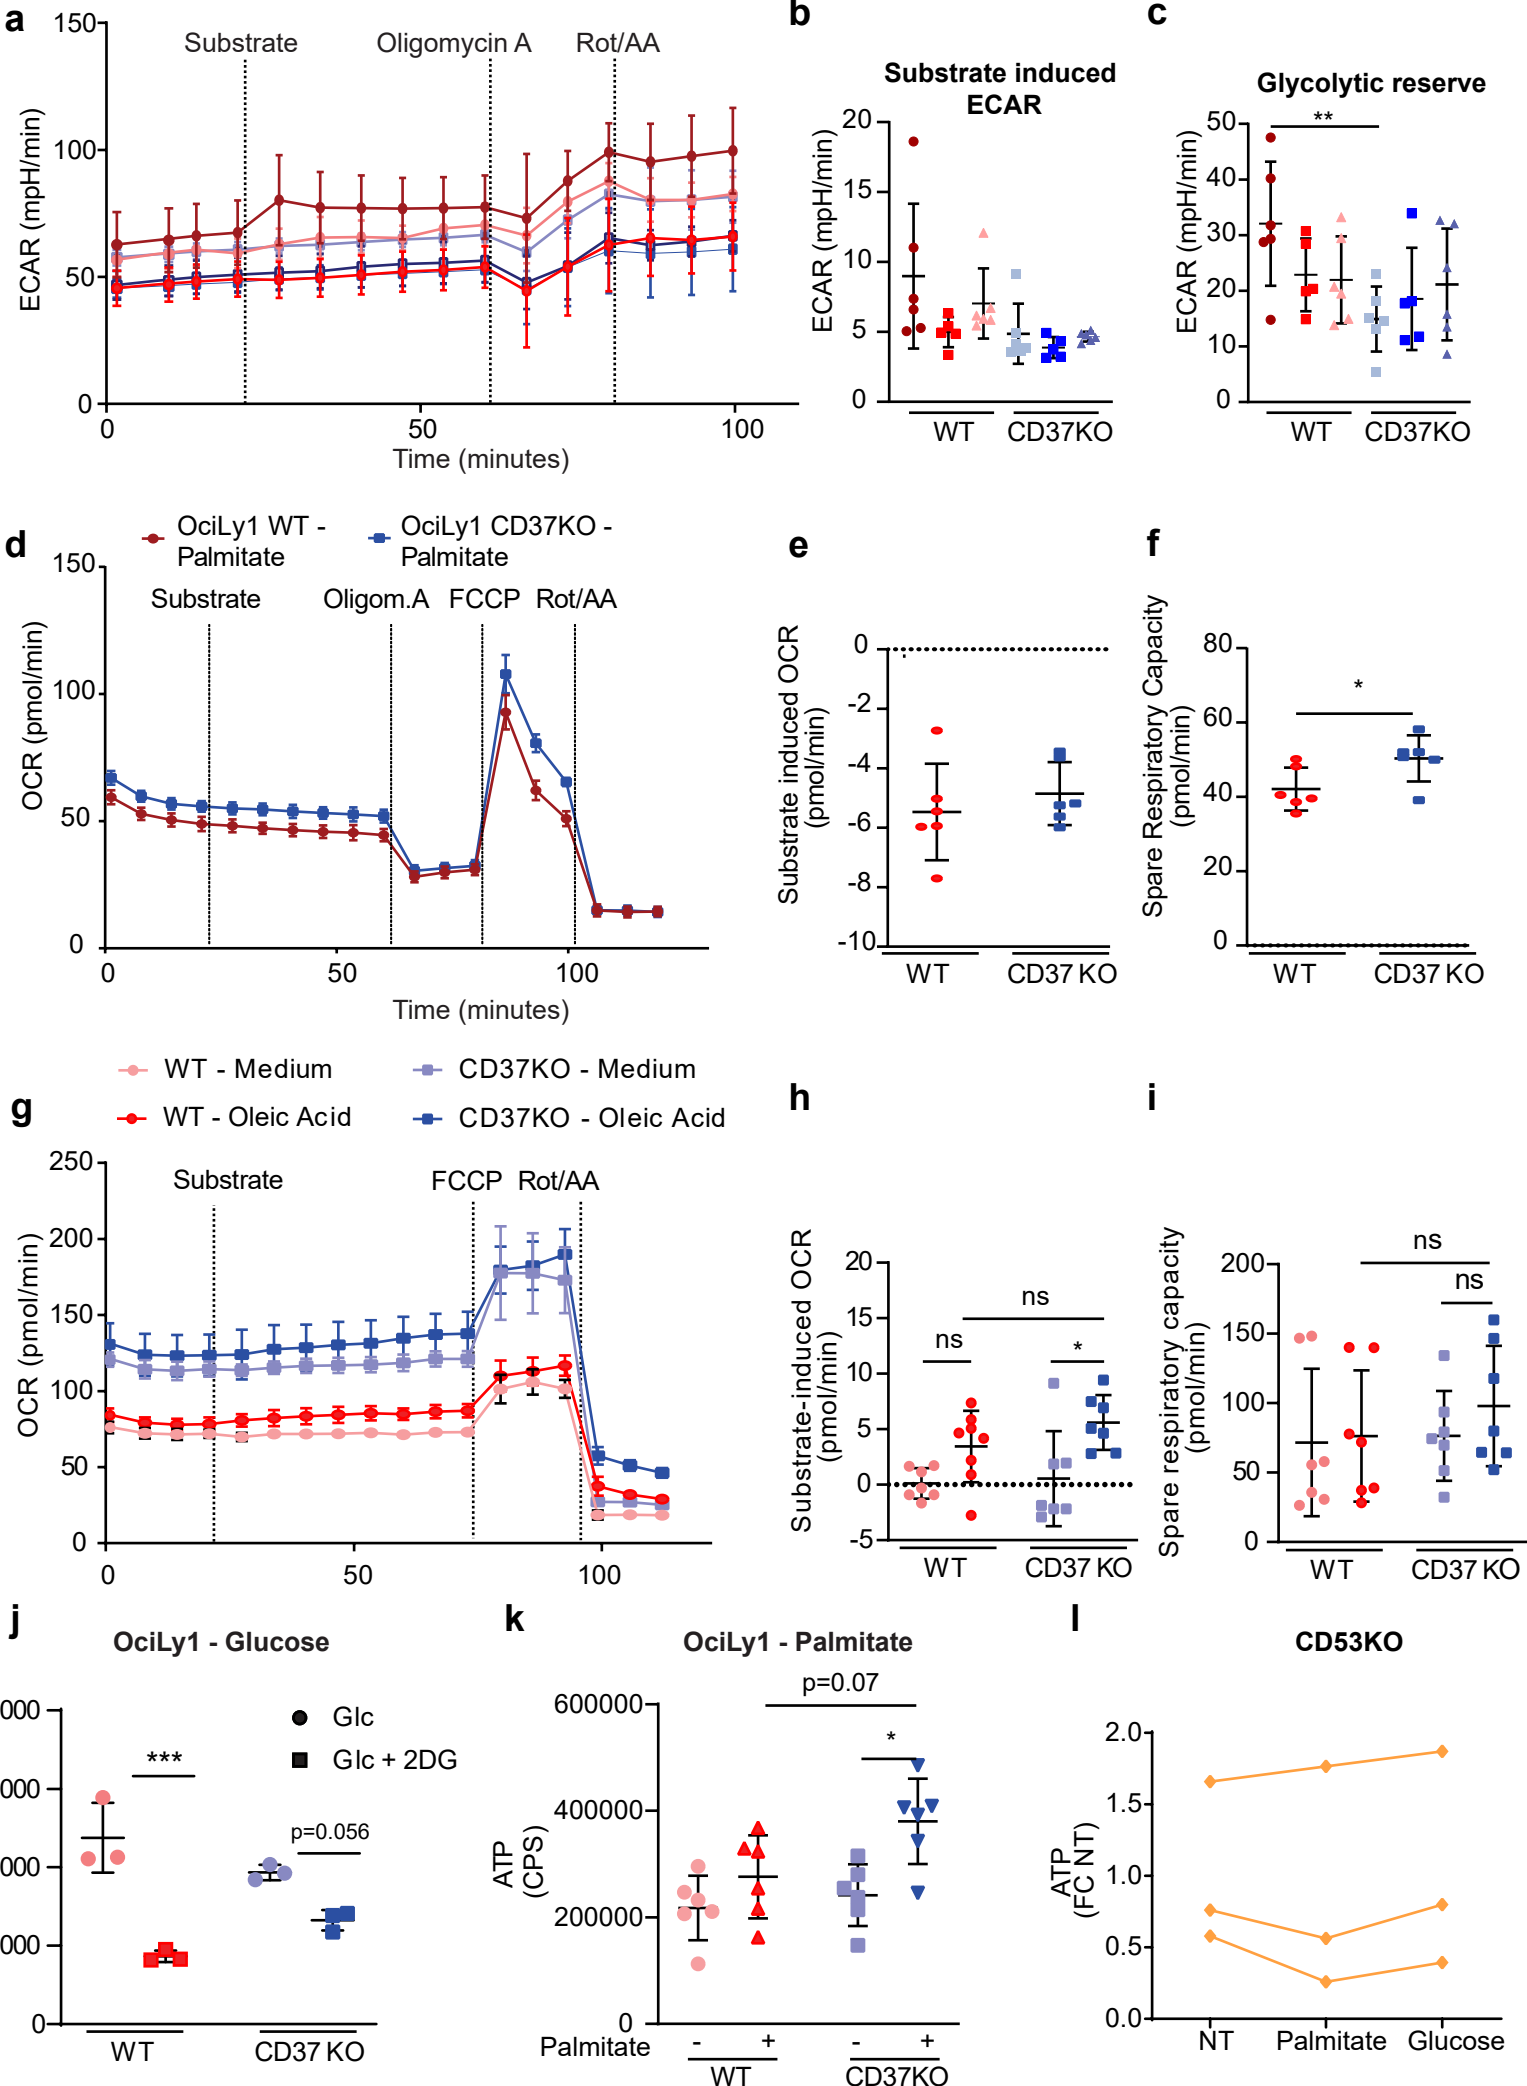

**Figure S1. CD37KO lymphoma cells do not respond to glucose or oleic acid in presence of alternative substrates.**

Seahorse analysis of mitochondrial respiration and glycolysis in human B cell lymphoma (BJAB cells). WT and CD37KO cells were incubated in nutrient-rich medium for 2 hours and subjected to an acute substrate injection of glucose (10 mM) (n=6), glutamine (10 mM) (n=5), or palmitate (n=6) (50  $\mu$ M). Continuous extracellular acidification (ECAR) (**A**) values are shown in response to substrate, Oligomycin A (1  $\mu$ M) and Rotenone/AntimycinA (Rot/AA) (1  $\mu$ M). Substrate induced ECAR (**B**) was calculated as the difference between baseline and acute substrate injection. Glycolytic reserve (**C**) was calculated as the difference in ECAR between baseline and Oligomycin A (p=0.0075). OciLy1 (n=6) (**D-F**) or BJAB (n=7) (**G-I**) WT and CD37KO cells were subjected to an acute injection of palmitate (50  $\mu$ M) (**D**) or oleic acid (50  $\mu$ M) (**G**), and oxygen consumption was monitored in response to Oligomycin A (1  $\mu$ M), FCCP (1  $\mu$ M) and Rotenone/AntimycinA (1  $\mu$ M). Substrate induced OCR (**E, H**) was calculated as the difference between basal respiration and respiration after substrate injection (**H**; p=0.0221). Spare respiratory capacity (**F, I**) was calculated as the difference in OCR between baseline and FCCP (**F**; p=0.0386). ATP production (CPS) was determined for OciLy1 (**J, K**) WT and CD37KO cells that were supplemented with inhibitor of glycolysis, 2-DG (20 mM) (n=3, WT; p=0.0003) (**J**) or palmitate (n=6, KO; p=0.0130) (**K**). ATP production was quantified and plotted relative to non-treated BJAB CD53KO cells (n=3) supplemented with palmitate and glucose (**L**). Two-Way unpaired T-test (**B, C, E, F**) or Two-Way ANOVA with Tukey's Post-Hoc tests (**J-L**) were performed to check for significant differences between indicated groups, \*\*p<0.01, \*\*\*p<0.001. Error bars represent mean +/- SD. Experiments were repeated twice yielding similar results. Source data are provided as a Source Data file.

**Supplementary Fig. 2**

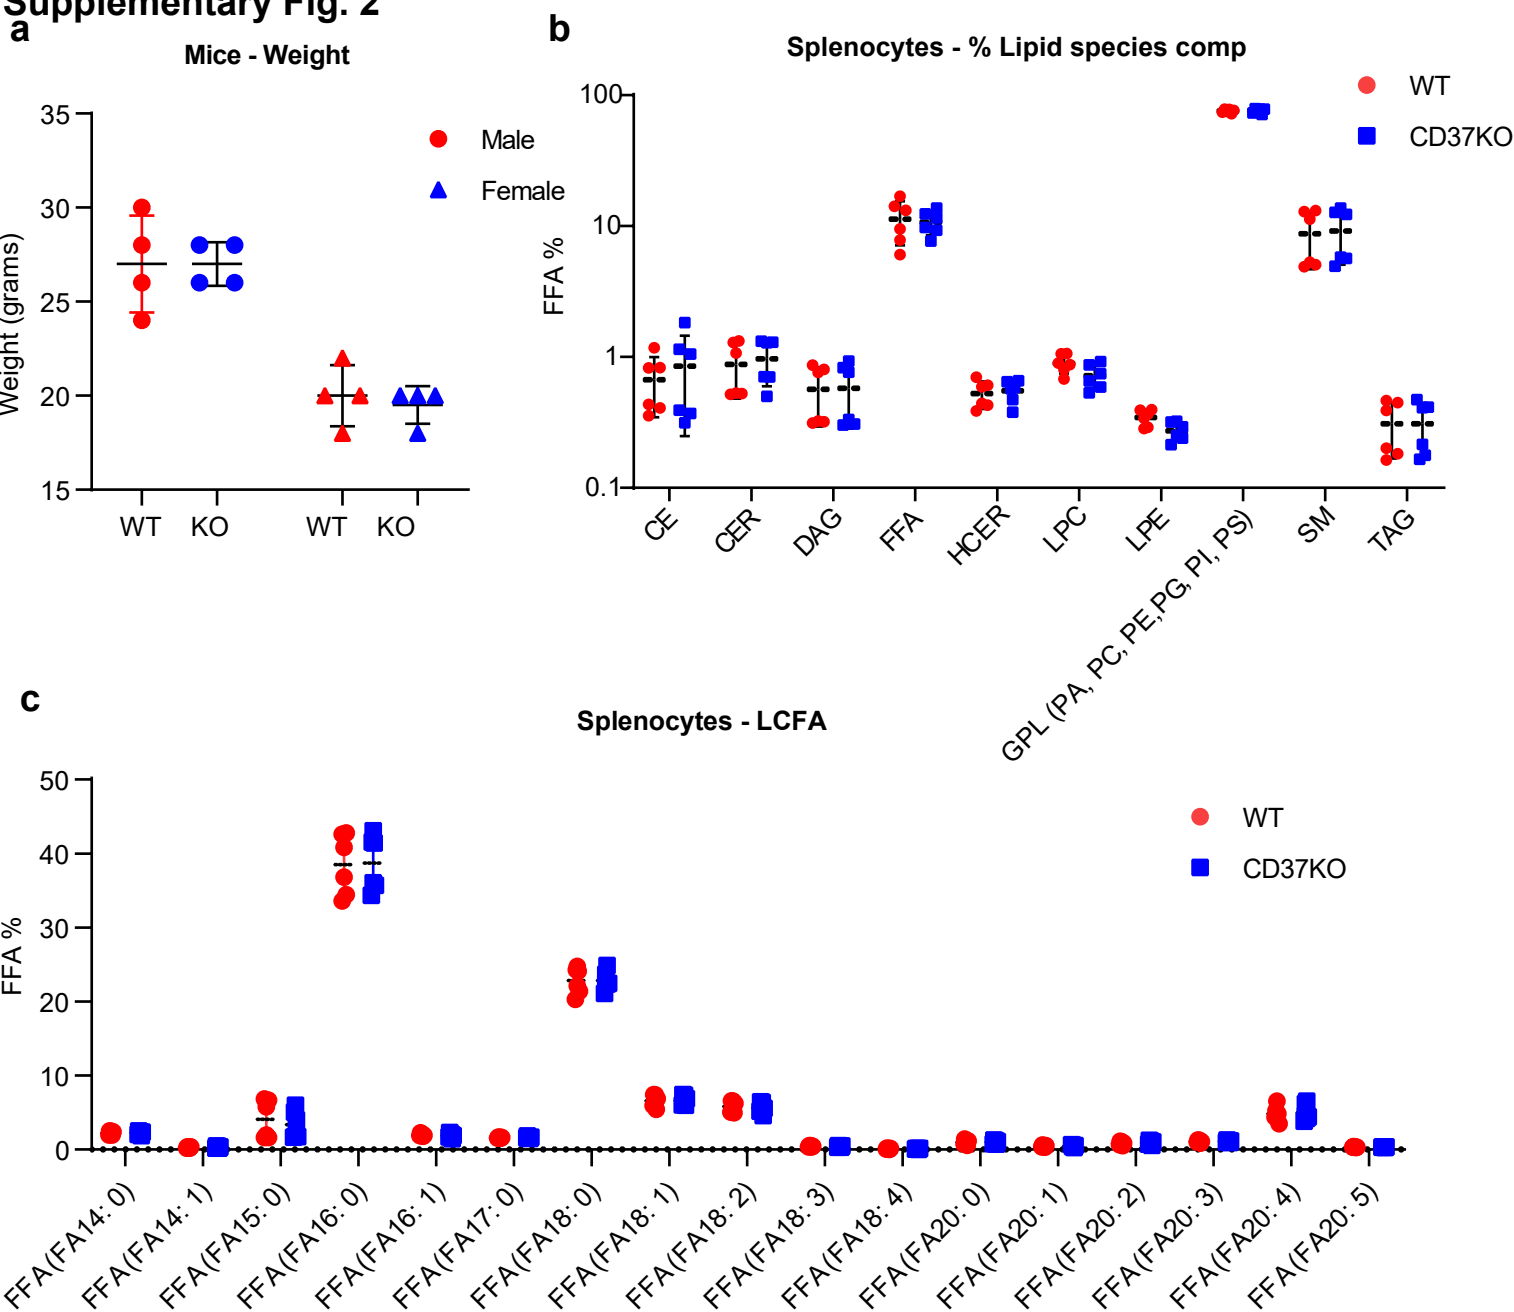

**Figure S2. Intracellular lipid composition is not different between primary B cells from WT or CD37KO mice.** Quantification of weight (grams) of male and female WT and CD37KO mice at comparable age (2 months) (n=4) (**A**). Composition of different lipid species (**B**) and long chain fatty acids (LCFA) (**C**) in freshly isolated CD43<sup>-</sup>, B220<sup>+</sup> primary B cells of WT (n=6) or CD37KO (n=6) mice of 2-3 months old. Error bars represent mean +/- SD. Experiments were repeated twice yielding similar results. Source data are provided as a Source Data file.

Supplementary Fig. 3

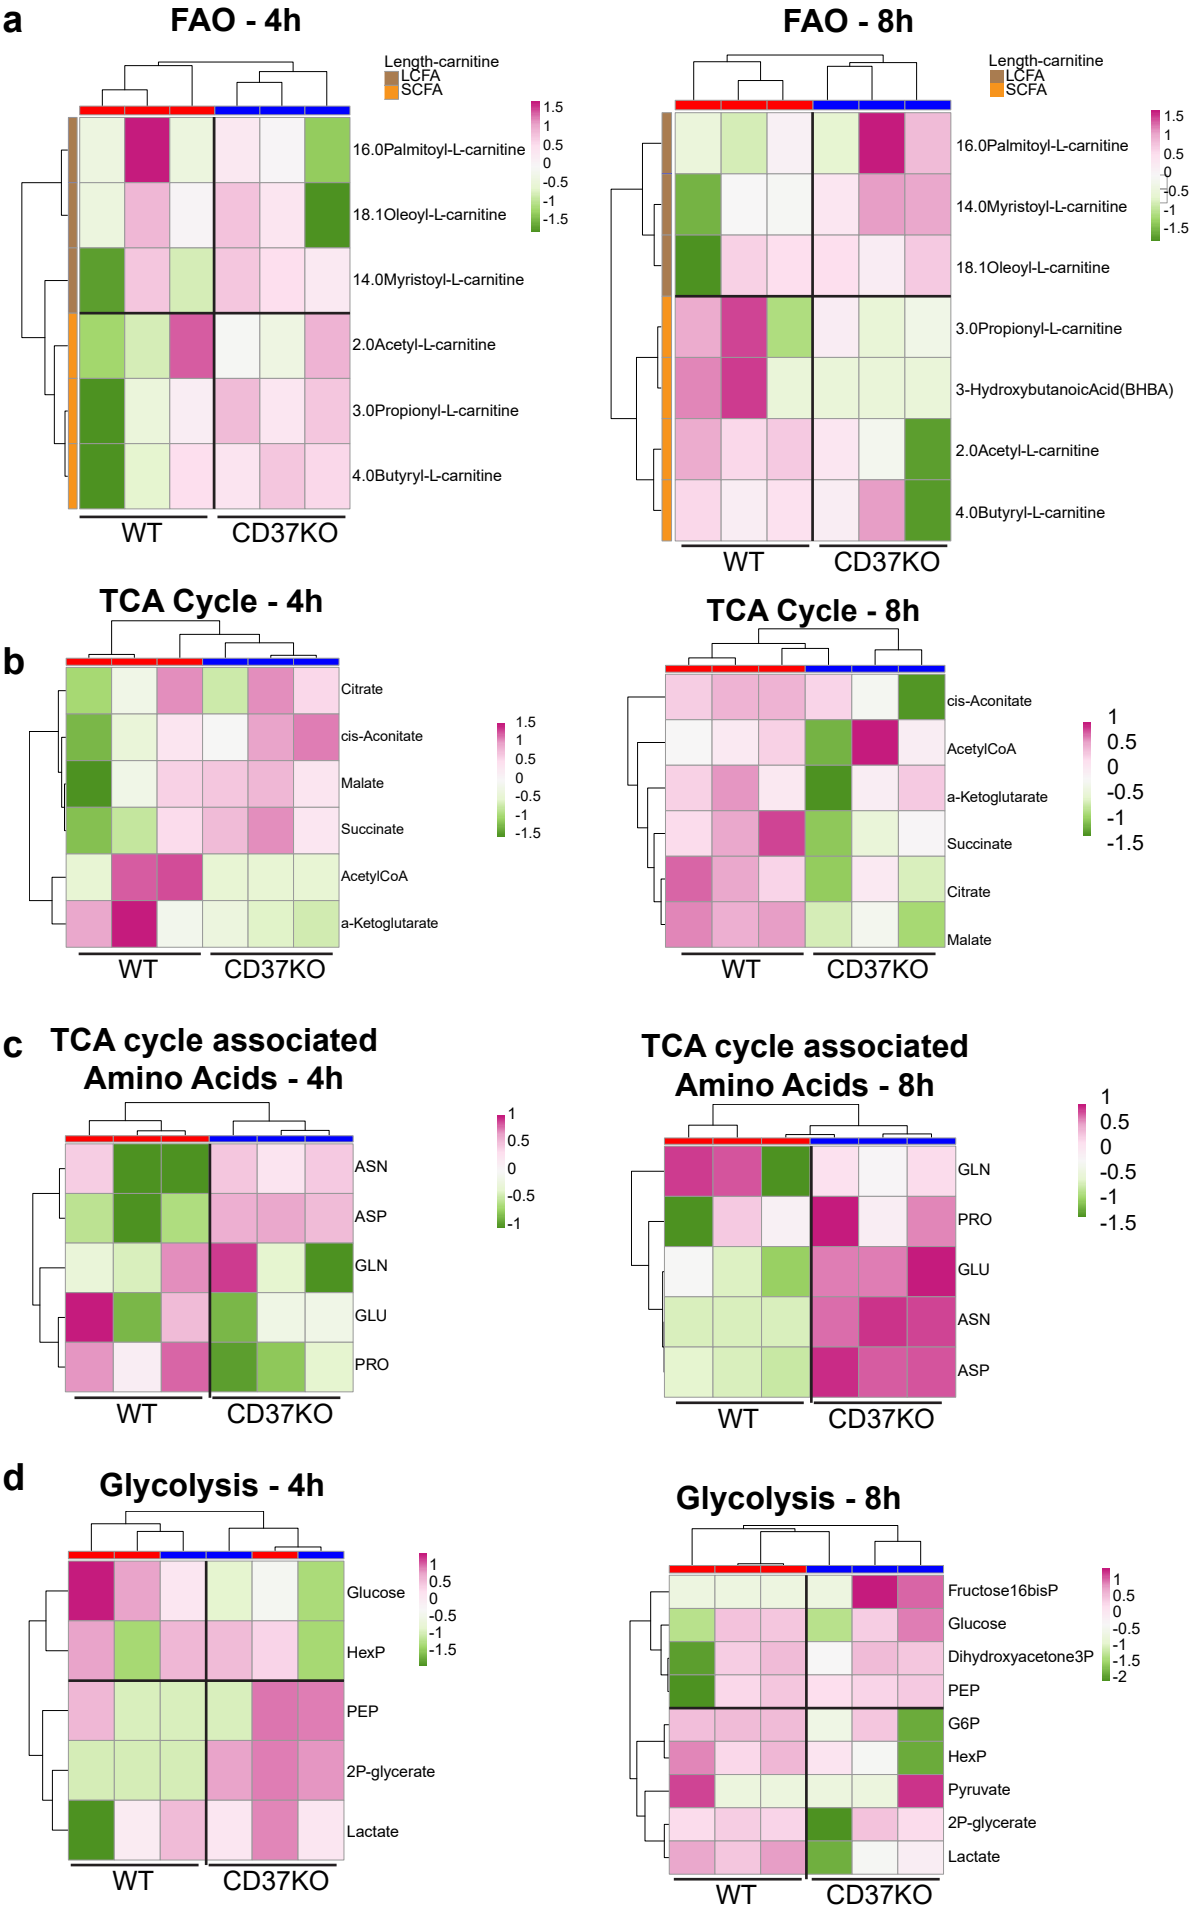

Supplementary Fig. 3

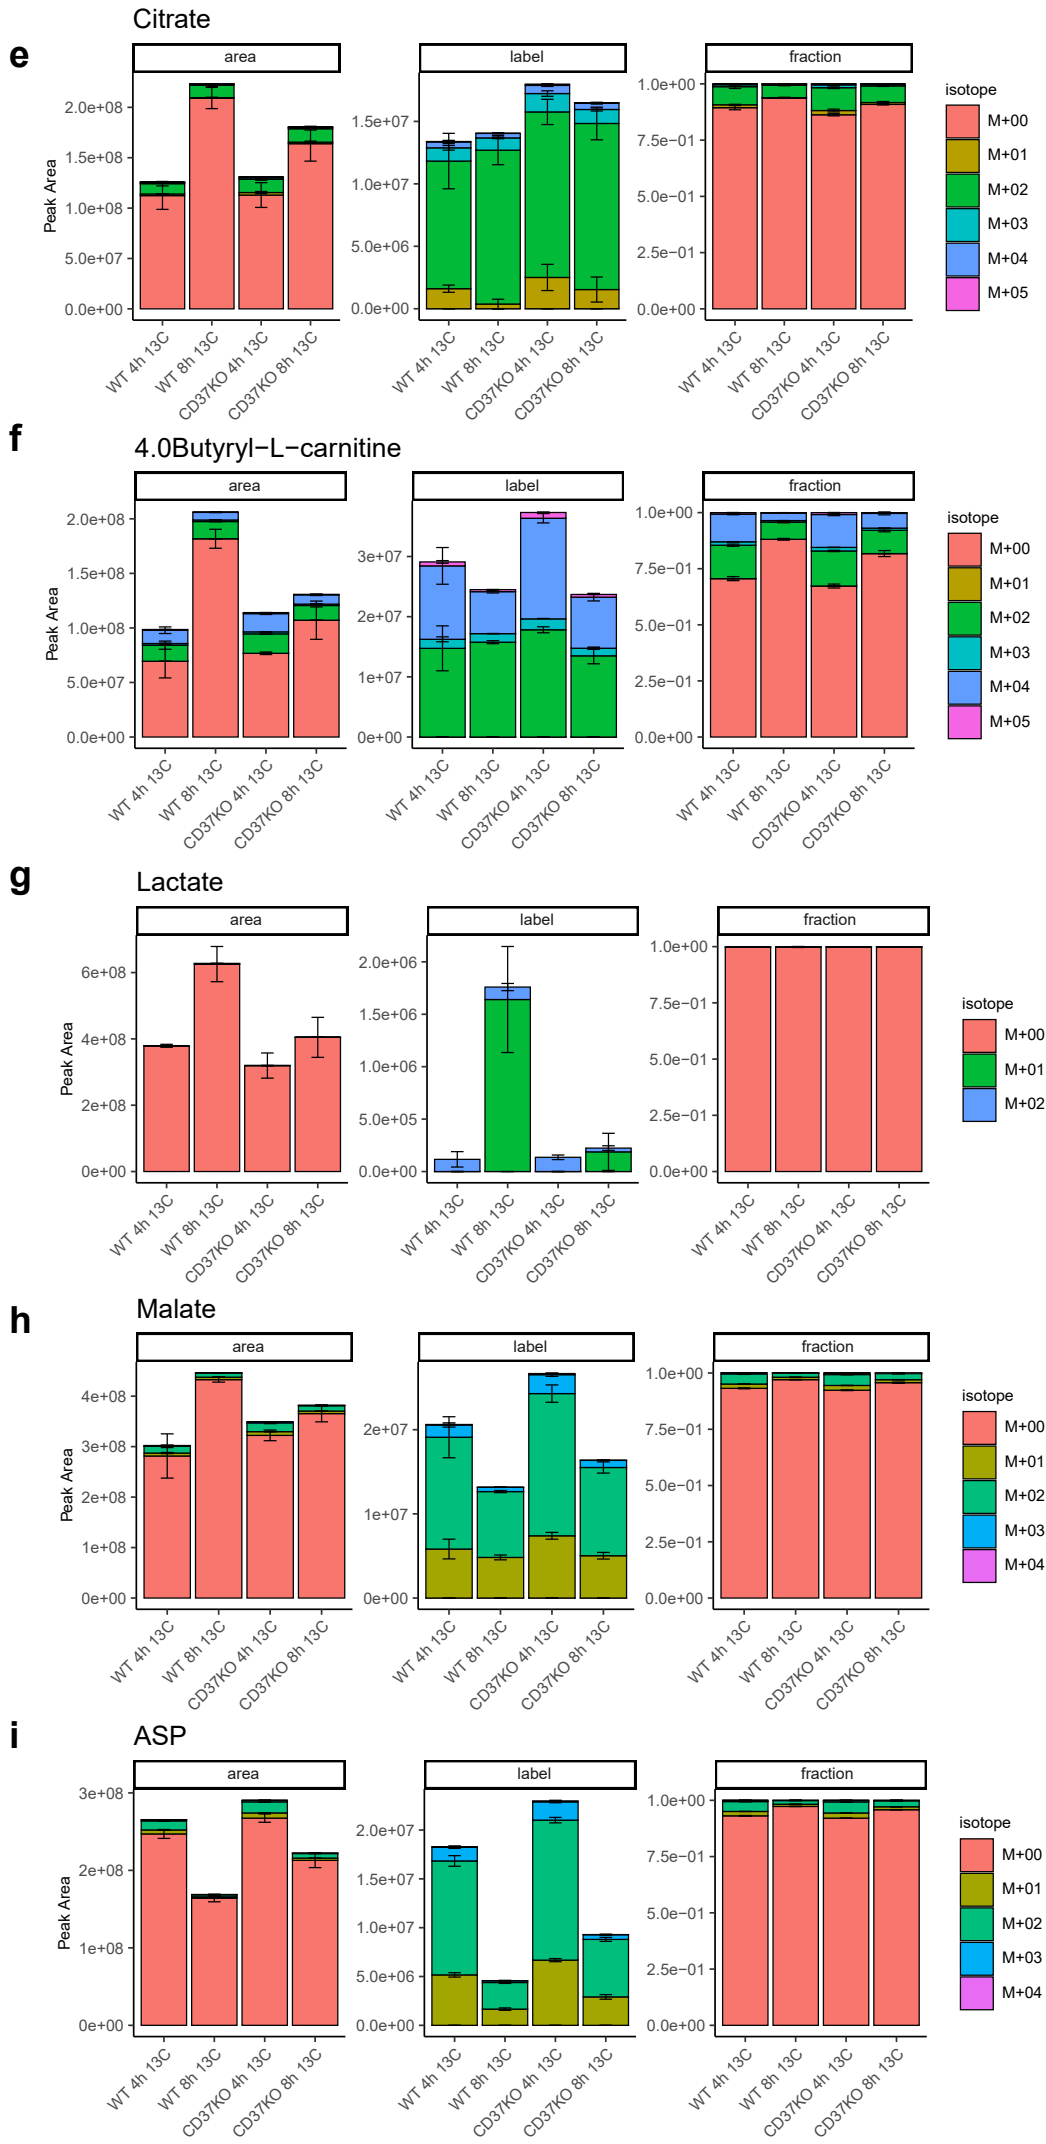

**Figure S3.  $^{13}\text{C}$ -incorporation in TCA intermediates and amino acids in CD37KO lymphoma cells.** WT (n=3 biologically independent samples per treated group) and CD37KO (n=3 biologically independent samples per treated group) lymphoma (BJAB) cells were supplemented with  $^{13}\text{C}$ -palmitate (50  $\mu\text{M}$ ) for 4 and 8 hours. Total-isotope levels of  $^{13}\text{C}$ -carnitines (**A**) are associated with fatty acid oxidation.  $^{13}\text{C}$ -TCA-cycle intermediates (**B**) and TCA-cycle-derived  $^{13}\text{C}$ -amino acids (**C**) and glycolysis  $^{13}\text{C}$ -metabolites (**D**) after 4 or 8 hours of  $^{13}\text{C}$ -palmitate supplementation were Log-transformed and analysed in greater detail with correlation-based-clustering. Peak area, label efficiency and label-fraction of relevant metabolites are shown (**E-I**). Error bars represent mean  $\pm$  SD. Experiments were performed once with biologically independent groups. Source data are provided as a Source Data file.

Supplementary Fig. 4

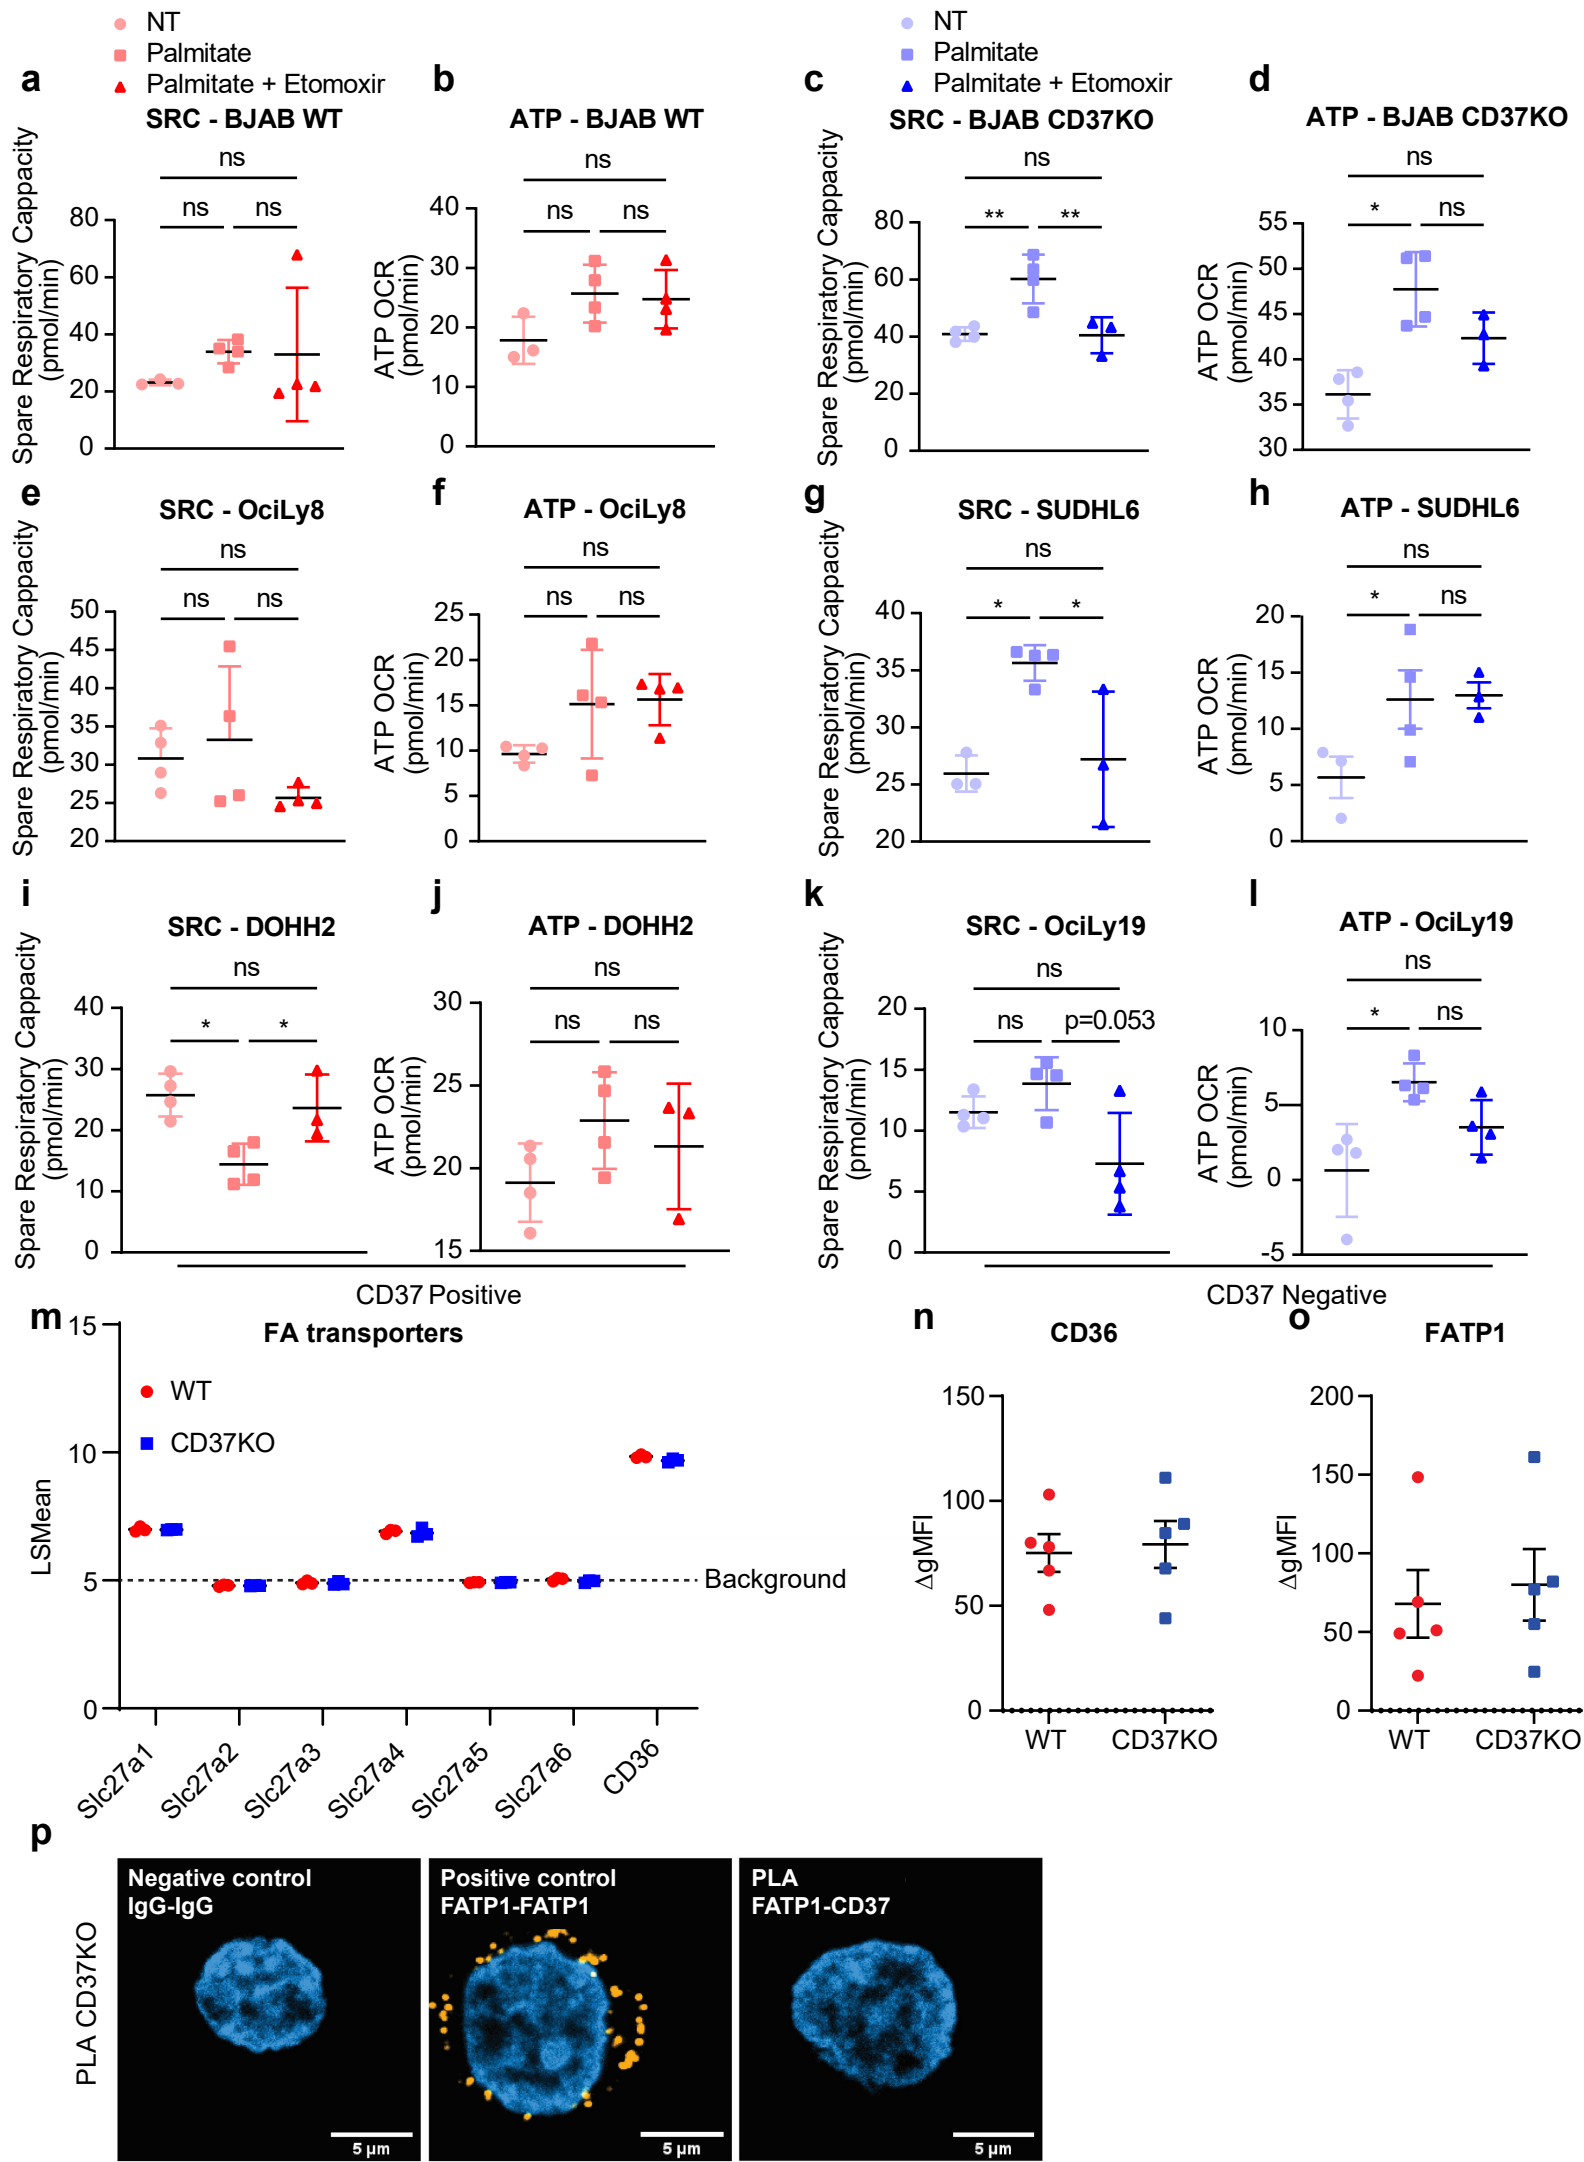

**Figure S4. CD37-dependent fatty acid driven metabolic phenotype conserved in endogenous CD37 negative lymphoma cell lines and FA transporter expression on B cells.** BJAB WT (n=4) (**A, B**) and CD37KO (n=4, SRC; p=0.0061, p=0.0084, ATP; p=0.0028) (**C, D**), CD37-positive OciLy8 (n=4) (**E, F**) and DOHH2 (n=4, SRC; p=0.0103, p=0.0412) (**I-J**) or CD37-negative SUDHL6 (n=4, SRC; p=0.0186, p=0.0347, ATP; p=0.0499) (**G-H**) and OciLy19 (n=4, ATP; p=0.0109) (**K-L**) lymphoma cells were subjected to an acute injection of palmitate (50  $\mu$ M) with or without CPT1a inhibitor etomoxir (5  $\mu$ M). Spare respiratory capacity was calculated as the difference in OCR between baseline and FCCP. ATP associated OCR was calculated as the difference in OCR between basal respiration and respiration after ATP-synthase inhibition with Oligomycin A. RNA quantification of FA transporters in 95% pure, CD43-, B220+ WT and CD37KO primary B cells (**M**). Data is displayed in Least-squares means (LSMeans). Data is from 3 CD37KO and 3 WT independent B cell isolations. Human WT and CD37KO lymphoma cells (BJAB) were stained for fatty acid transporters CD36 (n=5) (**N**) and FATP1 (n=5) (**O**) and analysed by flow cytometry.  $\Delta$ gMFI=delta geometric Mean Fluorescence Intensity (gMFI target-gMFI isotype control). Visualization of in situ proximity ligation on CD37KO cells (BJAB) stained with isotype controls (**P**, left panel), positive control (two different primary antibodies against FATP1) (**P**, middle panel) and CD37 and FATP1 (**P**, right panel). Two-Way ANOVA with Tukey's Post-Hoc test (**A-L**) revealed significant differences between indicated groups, \*p<0.05, \*\*p<0.01. Error bars represent mean +/- SD. Experiments in **A-M** were performed once with biologically independent groups, experiments **N-P** were repeated at least three times yielding similar results. Source data are provided as a Source Data file.

Supplementary Fig. 5

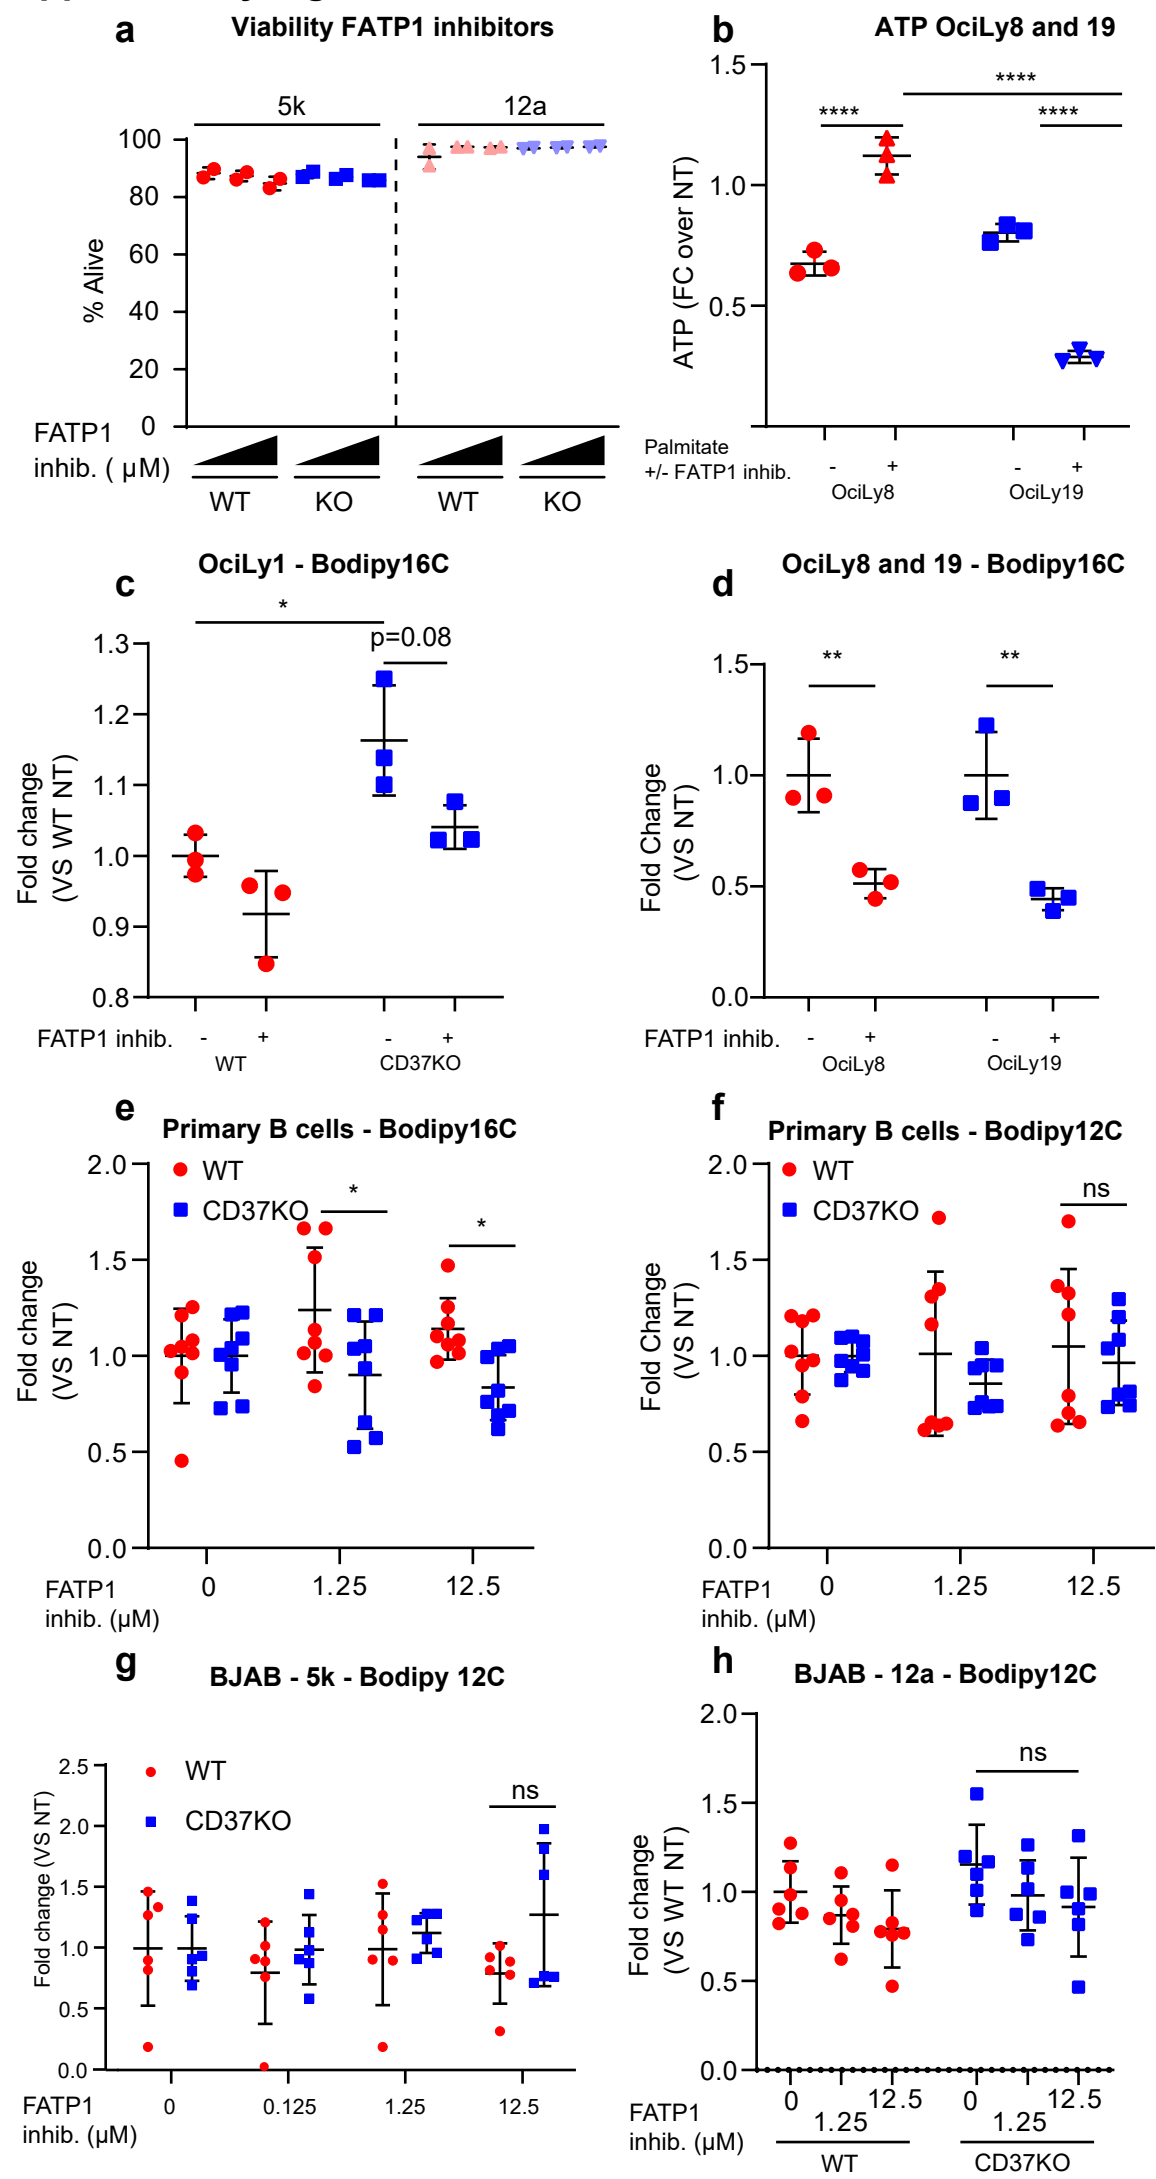

**Figure S5. CD37-dependent metabolic switch is abolished in CD37KO human and mouse.** Viability of BJAB WT (n=2) and CD37KO (n=2) lymphoma cells after 24 hours of incubation with 0, 1.25  $\mu$ M or 12.5  $\mu$ M FATP1 inhibitor 5k and 12a, determined with AnnexinV and PI staining (**A**). ATP quantification (CPS) in OciLy8 (n=3, p<0.0001) and OciLy19 (n=3, p<0.0001) (**B**) treated with palmitate and FATP1 inhibitor, compound 5k (12.5  $\mu$ M). Uptake of palmitate analogue Bodipy FL C16 in OciLy1 WT (n=3) and CD37KO (n=3, WT- vs KO-; p=0.0249) (**C**), OciLy8 (n=3, p=0.0044) or OciLy19 (n=3, p=0.0019) (**D**) and primary B cells (n=8, 1.25  $\mu$ M; p=0.0193, 12.5  $\mu$ M; 0.0398) (**E**) as a result of palmitate and FATP1 inhibitor treatment. Uptake of palmitate analogue Bodipy FL C12 in primary B cells (**F**) in response to FATP1 inhibitor (compound 5k) treatment. Uptake in BJAB WT (n=6) and CD37KO (n=6) cells of Bodipy FL C12 Bodipy FL C12 as a result of FATP1 inhibition with inhibitor compound 5k (**G**) and 12a (**H**) (12.5  $\mu$ M). Two-Way ANOVA with Tukey's Post-Hoc test (**A-H**) revealed significant differences between indicated groups, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Error bars represent mean +/- SD. Experiments were repeated twice yielding similar results. Source data are provided as a Source Data file.

Supplementary Fig. 6

CPT1a inhibitor

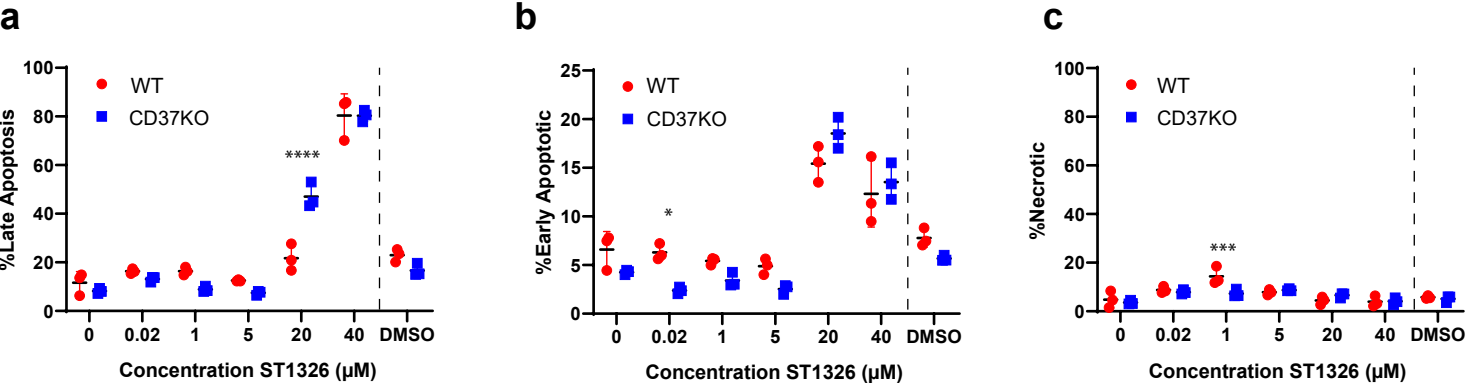

ACSL1 inhibitor

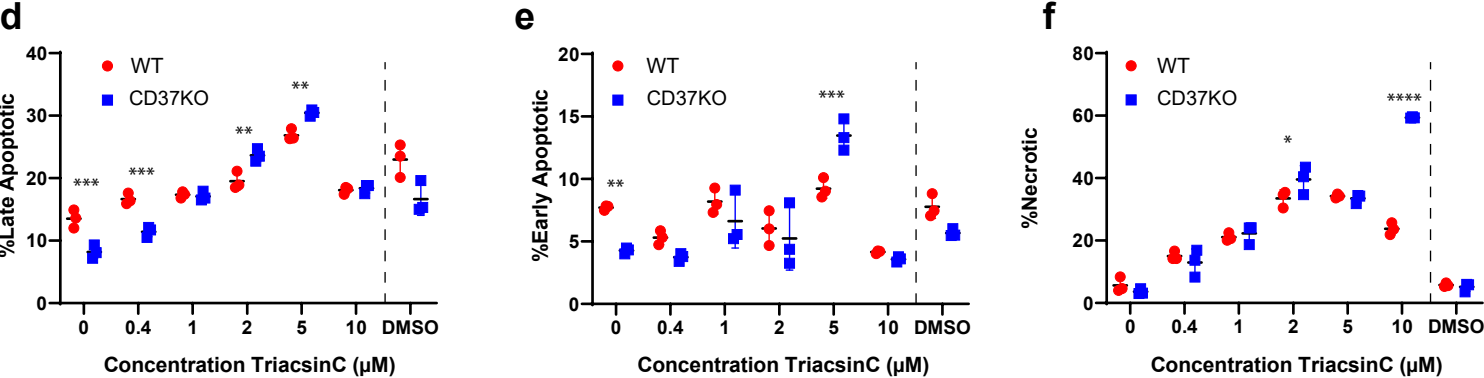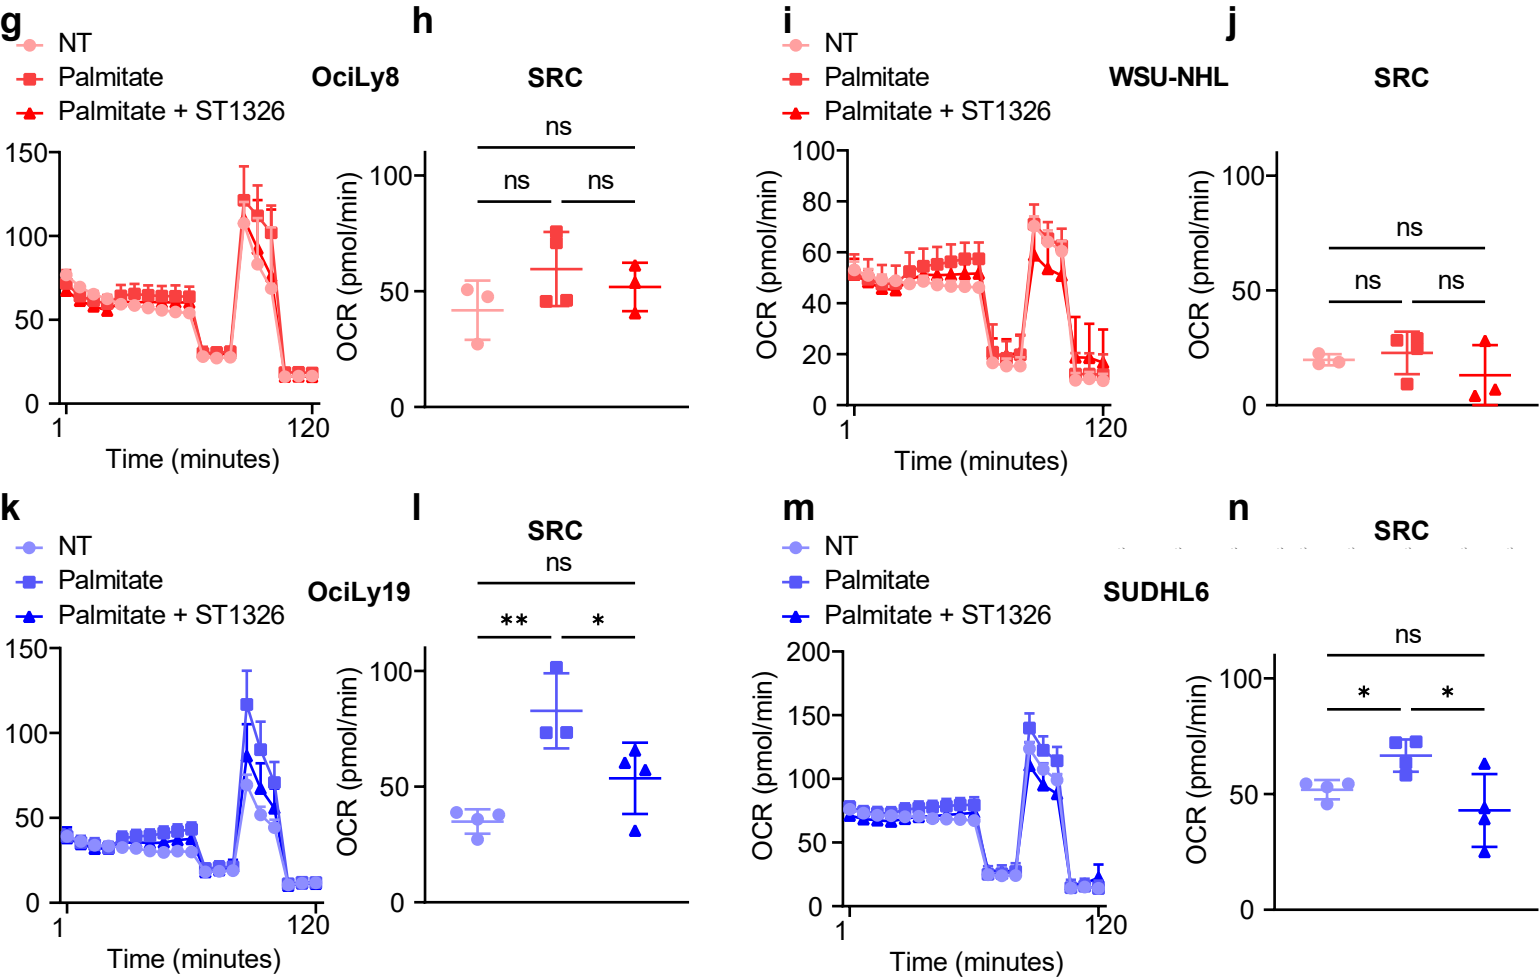

**Figure S6. CD37KO and CD37-negative lymphoma cells are susceptible to CPT1a inhibition.** Effects of 24 hours CPT1a inhibition with ST1326 at indicated concentrations (n=3 per concentration) on late apoptosis (**A**: 20  $\mu$ M; p<0.0001), early apoptosis (**B**: 0.02  $\mu$ M; p=0.0152) or necrosis (**C**: 1  $\mu$ M; p=0.0003). Effects of 24 hours ACSL1 inhibition with TriacsinC at indicated concentrations on late apoptosis (**D**: 0  $\mu$ M; p=0.0002, 0.4  $\mu$ M; p=0.0002, 2  $\mu$ M; p=0.0024, 5  $\mu$ M; p=0.0073), early apoptosis (**E**: 0  $\mu$ M; p=0.0048, 5  $\mu$ M; p=0.0006) or necrosis (**F**: 2  $\mu$ M; p=0.0195, 10  $\mu$ M; p<0.0001). CD37-positive (OciLy8, n=4 (**G**) and WSU-NHL, n=4 (**H**)) and CD37-negative (OciLy19, n=4 (**K**), and SUDHL6, n=4 (**M**)) B cell lymphomas were cultured in nutrient-restricted medium and stimulated with palmitate (50  $\mu$ M) either with or without CPT1a inhibitor ST1326 (5  $\mu$ M). Continued oxygen consumption was monitored in response to Oligomycin A (1  $\mu$ M), FCCP (1  $\mu$ M) and Rotenone/AntimycinA (1  $\mu$ M). Spare respiratory capacity (**H**, **J**, **L**, **N**) was calculated as the difference in OCR between baseline and FCCP (**L**: p=0.0024, p=0.0299, **N**: p=0.0111, p=0.0339). Two-Way ANOVA with Tukey's Post-Hoc test (**A-N**) were performed to check for significant differences between indicated groups, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001. Error bars represent mean +/- SD. Experiments **A-F** were repeated twice yielding similar results, experiments **G-N** were repeated once. Source data are provided as a Source Data file.

**Supplementary Fig. 7**

**a**

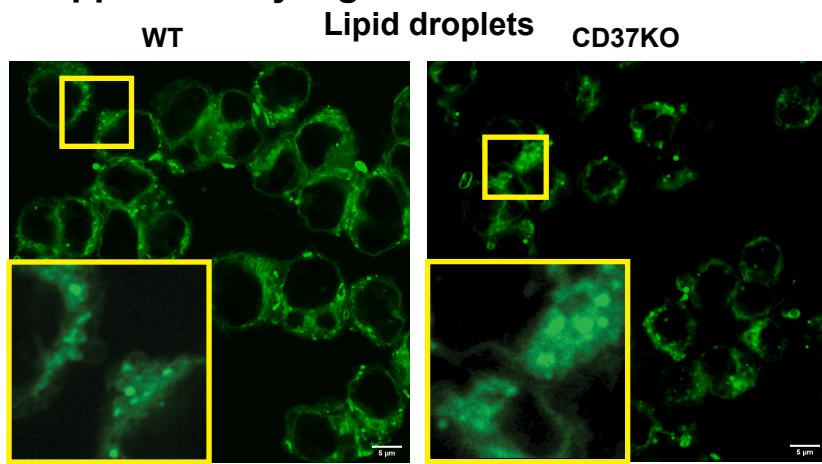

**b**

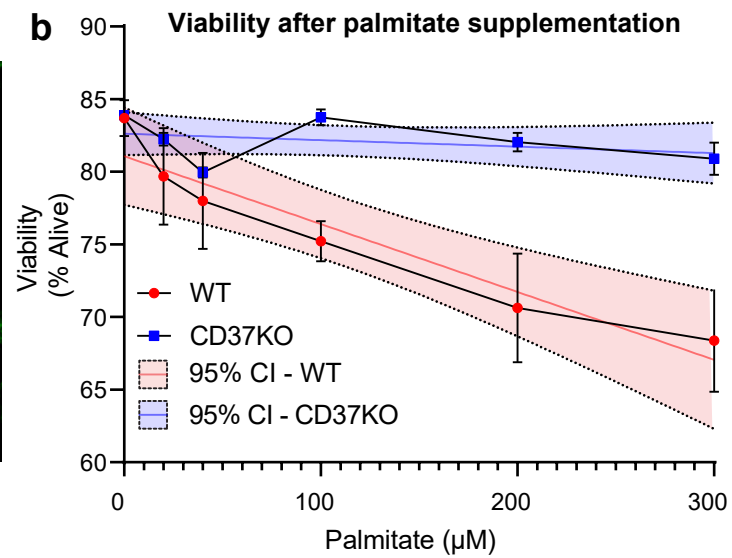

**c**

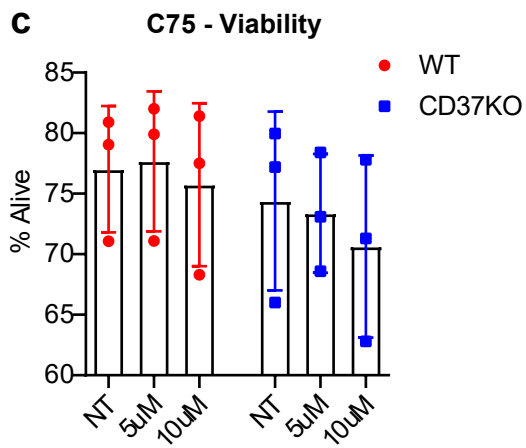

**d**

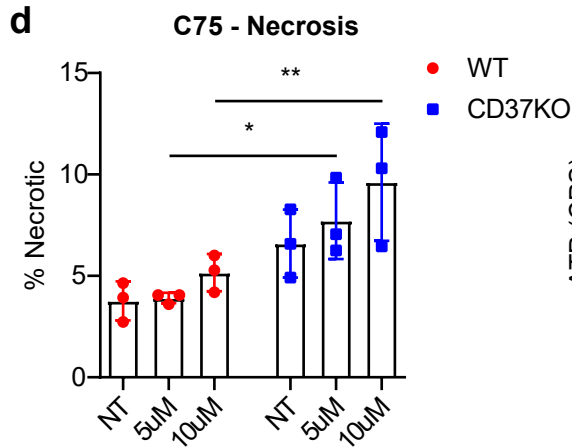

**e**

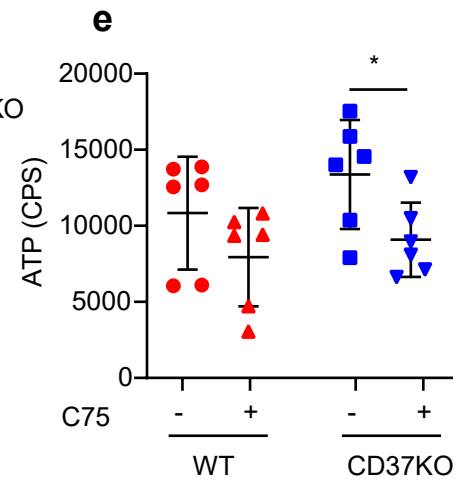

**f**

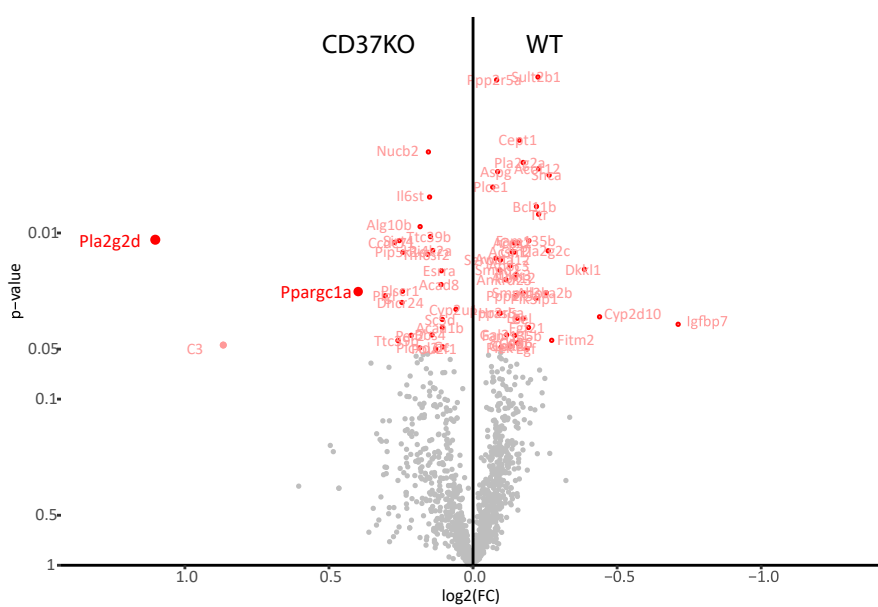

**g**

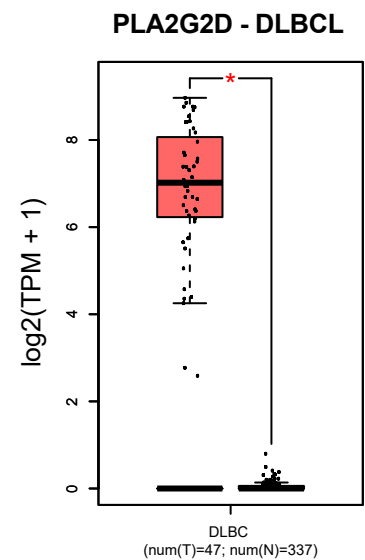

**h**

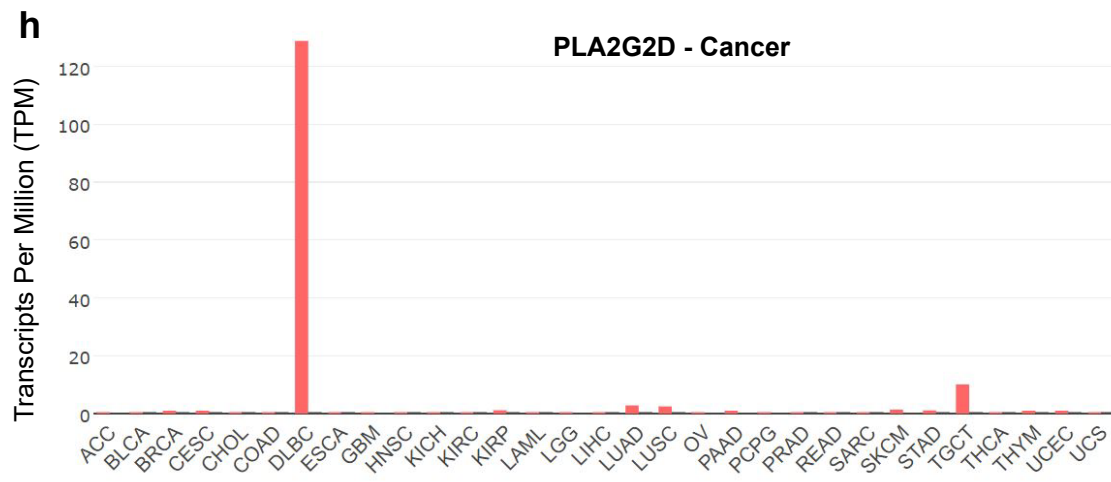

**Figure S7. Lipid droplet visualisation and FA synthase inhibition in CD37KO B cell lymphoma and database analysis of CD37KO-associated phospholipase.** Human WT and CD37KO B-cell lymphomas were stained with Bodipy 493/503 that accumulates in neutral lipid regions found in lipid droplets and visualized with confocal microscopy (**A**). Scale bar is 5  $\mu$ m. Viability was measured after 48 hours incubation with increasing concentrations of palmitate (**B**). Blue (squares) and red (circles) zones (**B**) represent the 95% Confidence interval for the trend. Viability (**C**) and necrosis (**D**) were assessed for WT (n=3) and CD37KO (n=3) lymphoma B cells (BJAB) in response to 24 hours of fatty acid synthase (FAS) inhibition with C75 (5  $\mu$ M; p=0.0158, 10  $\mu$ M; p=0.0065). ATP quantification (CPS) in WT (n=6) and CD37KO (n=6, p=0.0356) lymphoma B cells (BJAB) after 24 hours of fatty acid synthase (FAS) inhibition with C75 (10  $\mu$ M) (**E**). Quantification of RNA expression of fatty acid metabolism-associated genes in primary CD43-, B220+ B cells of 3 WT and 3 CD37KO mice (**F**). Quantification of expression found in database (Gene Expression Profiling Interactive Analysis, GEPIA) analysis for PLA2g2D in Diffuse Large B cell lymphoma; Median (Tumour, N=47): 128.791, Min/Max: 3/500; Median (Normal, N=337): 0.010, Min/Max: 0/1; Box displays upper and lower quartile, Log2(Fold Change): 7.006 (**G**) and all other available cancers in the database (**H**). Two-Way ANOVA with Tukey's Post-Hoc tests (**C-E**) were performed to check for significant differences between indicated groups, \*p<0.05, \*\*p<0.01. Error bars represent mean +/- SD. Experiments **A-E** were performed three times yielding similar results. Source data are provided as a Source Data file.

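Genes marked in Fig. S7F were read from the arrays one by one, with their log2 differences seen in the figure beforehand. Ppargc1a, a coactivator of fatty acid oxidation, was at 6.60 ± 0.047 (SD, n = 3) in WT and 7.01 ± 0.19 (SD, n = 3) in CD37KO cells, a log2 difference of 0.41 (standard error 0.096, adjusted p = 0.801 from limma). Nucb2, a precursor of nesfatin, had a log2 difference of 0.15 (standard error 0.058, adjusted p = 0.801 from limma). Igfbp7, a secreted protein of endothelial and stromal cells, was at 8.37 ± 0.37 (SD, n = 3) in WT and 7.66 ± 0.14 (SD, n = 3) in CD37KO cells, a log2 difference of -0.71 (standard error 0.17, adjusted p = 0.801 from limma). Fitm2, which helps form lipid droplets, differed by -0.28 and Ppp2r5a, a subunit of protein phosphatase 2A, by -0.15 on the log2 scale, both at an adjusted p of 0.801 from limma. Cyp2d10, a cytochrome P450, was above background in 2 of 3 WT arrays and in no CD37KO array.

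Dkkl1 and the sulfotransferase gene Sult2b1 were below background in all 6 arrays. Dkkl1 had a mean of 5.22 in WT and 4.83 in CD37KO cells, and Sult2b1 a mean of 5.20 in WT and 4.98 in CD37KO cells. Both lie near Cd37 on chromosome 7, Dkkl1 2 genes and Sult2b1 35 genes away among the genes measured. None of the 8 genes passed an adjusted p under 0.05 from limma or from ordinary least squares, and each passed an unadjusted p under 0.05 from limma. C3 was not analysed here.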

# Gating Strategy

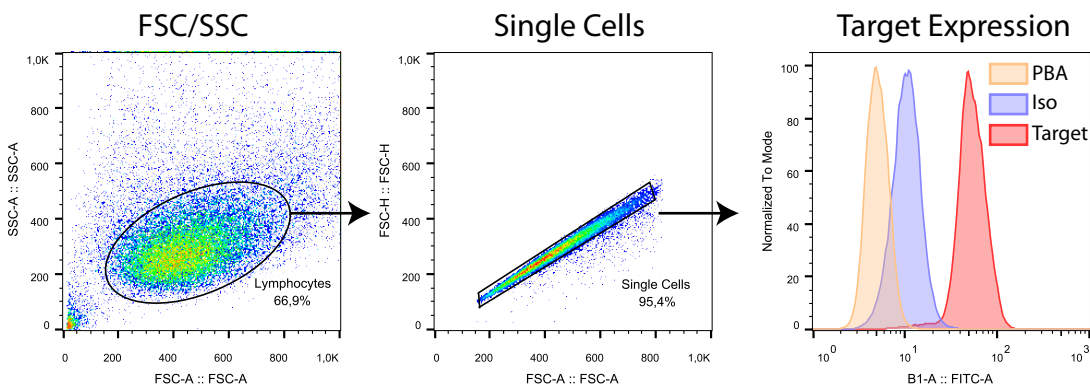

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Fatty acid metabolism in aggressive B-cell lymphoma is inhibited by tetraspanin CD37
**Source:** Nat Commun. 2022 Sep 13;13:5371. doi: 10.1038/s41467-022-33138-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ X The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ X A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ X The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- X ☐ A description of all covariates tested
- ☒ X A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ X A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ X For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- X ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- X ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ X Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Coloc2 package from Fiji (Version 1.53g) was used for co-localization studies. FlowJo X was used for FACS data collection. Zeiss Zen 2 (blue edition) was used to obtain microscopy data. Wave (2.6.0) was used to obtain Seahorse data. Metabolites were quantified using Tracefinder software (Thermo Fisher Scientific, Waltham, MA, USA).

Data analysis

GraphPad Prism 8 was used to analyze data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical method was used to predetermine sample sizes. n=3 was chosen as minimal number of biologically independent groups per experiment.

### Data exclusions

Data obtained with the Seahorse metabolic analyzer were checked for proper release of inhibitors and uncouplers. If a well failed to respond (by means of altered OCR/ECAR), the data for this well was excluded.

### Replication

All replication attempts were successful and yielded similar results.

### Randomization

Sex and breeding pairs were randomized for the Murine studies. Patient DLBCL samples were randomly picked.

### Blinding

During scoring of the patient DLBCL samples, investigators were blinded.

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Study description

Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).

### Research sample

State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.

### Sampling strategy

Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.

|                   |                                                                                                                                                                                                                                                                                                                                                                                             |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection   | <i>Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.</i> |
| Timing            | <i>Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.</i>                                                                                                                                                                                                                                          |
| Data exclusions   | <i>If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                     |
| Non-participation | <i>State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.</i>                                                                                                                                                                                                    |
| Randomization     | <i>If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.</i>                                                                                                                                                                              |

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description                 | <i>Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.</i>                                                                                                                                                                                                                                         |
| Research sample                   | <i>Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i>, all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.</i> |
| Sampling strategy                 | <i>Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.</i>                                                                                                                                                                                      |
| Data collection                   | <i>Describe the data collection procedure, including who recorded the data and how.</i>                                                                                                                                                                                                                                                                                                                                                                       |
| Timing and spatial scale          | <i>Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken</i>                                                                                                                                                      |
| Data exclusions                   | <i>If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.</i>                                                                                                                                                                                                                                                      |
| Reproducibility                   | <i>Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.</i>                                                                                                                                                                                                                |
| Randomization                     | <i>Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.</i>                                                                                                                                                                                                                                                     |
| Blinding                          | <i>Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.</i>                                                                                                                                                                                                                                                                          |
| Did the study involve field work? | <input type="checkbox"/> Yes <input type="checkbox"/> No                                                                                                                                                                                                                                                                                                                                                                                                      |

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

B220 (RA-6B2, Conjugated) (Cat: 103229, BioLegend, San Diego, CA, USA); eFluor 450 viability dye (Cat: 65-0863-14, ThermoFisher, Waltham, MA, USA); AnnexinV7-AAD (Cat: 640930, BioLegend, San Diego, CA, USA); FATP1 (308420, conjugated) (Cat: IC3304R, R&D Systems, Minneapolis, MN, USA); CD36 (877302, conjugated) (Cat: MAB19553AF647, Novus Biologicals, Centennial, CO, USA); CD37 (HH1, unconjugated) (Cat: sc-18881, Santa Cruz Biotechnology, Dallas, TX, USA); FATP1 (polyclonal) (Cat: NBP2-69016, Novus Biologicals, Centennial, CO, USA); FLAG (M2, unconjugated) (Cat: F3165, Merck, Darmstadt, Germany); CD37 (poly) (Cat: GTX129598, GeneTex, Irvine, CA, USA). Each lot was compared to an internally established "gold standard" to maintain lot-to-lot consistency by producers. Producers also conducted wide-scale stability studies to guarantee an accurate shelf-life of the aforementioned products.

### Validation

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

BLAB (Cat: ACC 757), OciLy1 (Cat: ACC 722), OciLy8 (Dr. B. Scheijen, Dept. Pathology, Radboudumc), WSU-NHL (Cat: ACC 58), OciLy19 (Cat: ACC 528), SUDHL6 (Cat: ATCC CRL-2959)

### Authentication

STR cell line authentication was performed to validate authenticity.

### Mycoplasma contamination

Cell-lines were routinely checked for mycoplasma and always tested negative.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified lines were used in this study.

## Palaeontology and Archaeology

### Specimen provenance

Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.

### Specimen deposition

Indicate where the specimens have been deposited to permit free access by other researchers.

### Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

### Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57BL/6 mice were used. For splenectomy studies age 4-6 months old. Serum studies at age 12-18 months old. Genders were mixed, as indicated in supplemental source data file.

Wild animals

*Study did not involve wild animals.*

Reporting on sex

*Experiments were performed with a mixed pool of male and female mice, as indicated in the supplemental source data file.*

Field-collected samples

*Study did not involve field-collected samples.*

Ethics oversight

*All murine studies complied with European legislation (directive 2010/63/EU of the European Commission) and were approved by local authorities (CCD, The Hague, the Netherlands) for the care and use of animals with related codes of practice.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

*Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

Study protocol

*Note where the full trial protocol can be accessed OR if not available, explain why.*

Data collection

*Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

Outcomes

*Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

- | No | Yes                                                 |
|----|-----------------------------------------------------|
| X  | <input type="checkbox"/> Public health              |
| X  | <input type="checkbox"/> National security          |
| X  | <input type="checkbox"/> Crops and/or livestock     |
| X  | <input type="checkbox"/> Ecosystems                 |
| X  | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

- | No | Yes                                                                                                  |
|----|------------------------------------------------------------------------------------------------------|
| X  | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| X  | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| X  | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| X  | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| X  | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| X  | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| X  | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| X  | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Cell lines were washed with PBS prior to staining protocol. Primary cells were rested prior to staining protocol.

#### Instrument

MACS Quant (8 color), Miltenyi Biotec, Bergisch Gladbach, Germany

#### Software

MACSQuantify software was used as acquisition software. FlowJo\_V10 was used to analyze data.

#### Cell population abundance

For Murine B cell studies, only samples with ~95% pure CD43-, B220+ isolations were used.

#### Gating strategy

Gating was performed on FSC/SSC, and single cells were gated in with FSC-A FSC-H.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

#### Design type

Indicate task or resting state; event-related or block design.

## Design specifications

Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.

## Behavioral performance measures

State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).

## Acquisition

## Imaging type(s)

Specify: functional, structural, diffusion, perfusion.

## Field strength

Specify in Tesla

## Sequence &amp; imaging parameters

Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.

## Area of acquisition

State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.

## Diffusion MRI

☐ Used

☐ Not used

## Preprocessing

## Preprocessing software

Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).

## Normalization

If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.

## Normalization template

Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.

## Noise and artifact removal

Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference  
(See [Eklund et al. 2016](#))

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

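RNA of CD43-negative, B220-positive splenic B cells from 3 WT and 3 CD37KO mice was measured on Affymetrix mouse gene arrays, 1 array per mouse. The authors deposited log2 expression values per probe set. The submitters' processing notes name RMA, which corrects background, normalizes between arrays and summarises probe sets, and the genome build mm8. The software used for RMA and its version are not given in the sources used here. The raw scans were not used here, so the background correction and normalization are the authors'. RMA pulls low signals together, so differences of genes near background are smaller than those of the RNA.

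The table holds 35361 probe sets. Of these, 21780 name a single gene, 1605 name several and 11976 were not named in the annotation used here. Only probe sets with a single gene were used, and symbols were checked through the Entrez Gene ID against the gene table of the GRCm38.p6 assembly, in which the IDs of 91 probe sets were not found and kept the array's symbol. For each gene the probe set with the highest mean over all 6 arrays was kept, which gave 19935 genes. No filter on dim probe sets was applied. Background was the 95th percentile of the means of 1016 olfactory receptor genes, a log2 level of 5.77, and 9874 genes were above it in all 6 arrays. Because the files' build is not that of the gene table, no coordinates are given and the table served only for names and for the order of genes.

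CD37KO was compared with WT with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all genes tested, threshold 0.05). Lists of genes were tested with camera, with a preset correlation of 0.01 between genes and with an estimated one, and with fry, adjusted over 30 lists. A further list of sex-linked transcripts served only to look at the samples. Genes next to Cd37 were compared with all other genes by Fisher's exact test, over the 150 measured genes on each side. The number of arrays limits the precision, and an exact test of 3 arrays against 3 cannot give a p below 0.10. Data were simulated with 200 changed genes among 19935 genes in 3 arrays against 3. The test recovered 2.0% of genes changed by 0.25 on the log2 scale and 72.0% of those changed by 0.5. It recovered 94.0% of those changed by 1 and 100.0% of those changed by 2, and called 11 unchanged genes. The adjusted p depends on how many genes change. In the real arrays only 11 genes were called, so these shares may be too high for them.

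The genes named in the text follow a rule fixed before the data were examined. They are Cd37, the genes that the paper names for this experiment or targets with inhibitors, labels of Fig. S7F whose values had been seen in the figure, the 10 genes with the largest rise and the 10 with the largest fall among those that passed without overlap between the groups, filled by the smallest unadjusted p, and up to 4 genes of each list. The design, the gene lists and the alternatives were also fixed then. The alternatives were another quantile normalization, centring on the array median, the mean of a gene's probe sets, only genes above background, eBayes with trend and robust, ordinary least squares, array weights, the replicate number as a block, leaving out each array, other background levels, other windows around Cd37, camera with an estimated correlation, fry and, for the count of changed genes, leaving out the genes near Cd37. Lists were not tested with ordinary least squares. Genes around Cd37 and Nnt were first ranked over all annotated genes. The ranking over measured genes replaced it after that result had been seen, and both are given. Also added after the data were seen were a neutrophil score as a covariate, list and fatty acid results without the genes near Cd37, and list means in WT replicate 1 and CD37KO replicates 1 and 3 against the other arrays. Genes to which the annotation used here gave no probe set of their own, such as Acsl1 and C3, were not analysed here. Whether the array carries probe sets for them was not tested.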

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

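The tests on the genes near Cd37, on Nnt, and on neutrophil, T cell, macrophage and Pla2g2d levels were chosen only after these results, or part of them, were seen. The window of 150 genes on each side of Cd37 was set beforehand, but its ranking over measured genes was adopted afterwards. The other splits of the arrays and the test on dendritic cell genes were set beforehand.

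These genes are outside those the paper discusses and differed between CD37KO and WT B cells. Slc6a16 had a log2 difference of 3.91, Dhdh of 1.64, Nnt of 0.96, Zfp719 of 0.79, Rell1 of -0.76, Spty2d1 of -0.68, Pold1 of -0.63, 2410002F23Rik of -0.57, Siglecg of -0.55 and Napsa of 0.54. The neutrophil genes had a median log2 difference of 0.68. For the count of changed genes, 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05: the real split gave 11 genes and the highest other 196, and 2 splits reached 11, the real one included. The split with 196 genes set WT replicate 1 with CD37KO replicates 1 and 3, which points to a structure of the samples apart from genotype. Macrophage and monocyte genes follow it, with a mean of 8.78, 8.86 and 8.84 in these arrays against 8.05 in WT replicate 2, 8.12 in WT replicate 3 and 7.82 in CD37KO replicate 2.

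Of the 10 changed genes other than Cd37, 8 lie among the 150 measured genes on each side of it. An effect of the altered locus on its 10 nearest genes alone is argued against by the genes ranked 11 to 150, whose odds ratio for an unadjusted p under 0.05 was 3.02 (95% interval 2.13 to 4.21). Sequence of the donor strain around the deleted gene, which can change how probes bind as well as expression, may account for the wider block, but the genes ranked 51 to 300 had an odds ratio of 1.20 (95% interval 0.82 to 1.70) among measured genes and 3.59 (95% interval 2.26 to 5.51) when ranked over all annotated genes, which covers a shorter stretch. The ranking over all annotated genes was run first and met what donor-strain sequence would give, and the ranking over measured genes, adopted after seeing it, did not, so this stays open while the length of any such stretch is not known here. A biological effect of CD37 loss on these genes was not tested apart from their place.

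Nnt lies on chromosome 13 and was at 7.52 ± 0.027 (SD, n = 3) in WT and 8.48 ± 0.037 (SD, n = 3) in CD37KO arrays. Of the 61 measured genes nearest to it, 50 on one side and 11 up to the end of the chromosome on the other, 1 had an unadjusted p under 0.05 (odds ratio 0.26, 95% interval 0.00656 to 1.53), and over all annotated genes, the ranking run first, 0 of 27 did (interval up to 2.32), so a changed segment around Nnt stays open. C57BL/6J mice are known to carry a deletion within Nnt. A candidate explanation is that the WT mice had it and the CD37KO mice did not, although the paper's methods describe both as littermates on this background. The gap between the groups was 12.1 times the widest range within a group, but with a single probe set for the gene this cannot be told apart from other regulation in CD37KO cells.

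Pla2g2d and 9 of 18 neutrophil genes were higher in every CD37KO array than in every WT array. Neither Pla2g2d (adjusted p = 0.258 from limma) nor any neutrophil gene passed over all genes. The adjusted p of the neutrophil list from camera was 0.338 with an estimated correlation. A lower share of B cells that raises neutrophil and T cell genes alike is argued against. The median of neutrophil genes above background exceeded that of T cell genes by 1.03 on the log2 scale (two-sided permutation test over genes, p = 0.00615). With genes picked by their mean over all arrays, which weighs both genotypes alike, the gap was 0.97 (permutation p = 0.0189). Over all genes measured the gap was 0.76. Each gap was more than the SD of the neutrophil genes (0.60, 0.64 and 0.65). The permutation takes genes as independent, while the estimated correlation between neutrophil genes was 0.51. Its p therefore does not measure variation between mice. More neutrophil RNA in the CD37KO isolations stays open. That 100% of the 12 neutrophil genes above background in every CD37KO array were higher there restates the rise. Of the 18 neutrophil genes, 7 were above background in every WT array too, and CD43 depletion would remove neutrophils. A general rise of macrophage or of dendritic cell genes as large as that of Pla2g2d was not seen. Their medians above background were 0.21 (SD 0.22) and -0.0081 (SD 0.14), against 1.11 for Pla2g2d. However, 22 of the macrophage and 12 of the dendritic cell genes were above background in every WT array, and such a baseline can hide a small added share. A larger share of either cell type as the carrier of the Pla2g2d rise, in whole or in part, therefore stays open. Pla2g2d was highest in WT replicate 1 among WT (7.51) and lowest in CD37KO replicate 2 among CD37KO arrays (7.96), as the macrophage genes were. With the neutrophil score as a covariate the Pla2g2d difference was 0.90 (standard error 0.30), so whether part of it follows the neutrophil genes stays open, as does a change within CD37KO B cells.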

How the results depend on the processing

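The neutrophil covariate, the use of ranks over measured genes in place of ranks over all annotated genes, and the fatty acid and list results without the genes near Cd37 were chosen after seeing the data. The odds ratio near Cd37 was 5.40 with the ranks over all annotated genes and 3.34 with those over measured genes. Cd37 stayed lower under every alternative run on it (log2 difference -3.87 to -3.74), Pla2g2d stayed higher (0.90 to 1.30) and never passed the adjustment over all genes (adjusted p 0.0805 to 1.00), no transporter passed and 3 stayed above background under all, and the odds ratio near Cd37 stayed over 1 (2.01 to 7.27). The 11 changed genes (5 higher, 6 lower) became 3 (2 and 1) with ordinary least squares, 19 (9 and 10) with array weights, 4 (3 and 1) with the replicate block, 2 (1 and 1) with the neutrophil score as a covariate and 1 (1 and 0) with the 150 genes on each side of Cd37 left out, which by construction removes Cd37 and 8 of the 10 other calls. Leaving out 1 array gave 4 to 14 genes, 3 to 12 higher and 1 to 2 lower. The fatty acid genes that passed when adjusted over the list alone went from 0 to 1 with median centring and 6 with array weights, and to between 0 and 6 when 1 array was left out (1 without WT replicate 1 or CD37KO replicate 1, 6 without CD37KO replicate 2). Those higher at an unadjusted p under 0.05 went from 6 to 22 with array weights and 12 with the replicate block, and to between 5 and 29 when 1 array was left out (29 without CD37KO replicate 2, 13 without WT replicate 2). Those lower went from 9 to 1 with only genes above background, since most were below it, to 23 with array weights and 5 with the neutrophil covariate, and to between 4 and 12 when 1 array was left out (4 without CD37KO replicate 3). Of 30 lists, 13 were called. This became 7 with only genes above background, 5 with the neutrophil covariate, 0 with camera at an estimated correlation and 0 with fry's directional test, and 9 to 13 when 1 array was left out. The mixed test of fry, which ignores direction, called 2, tetraspanins (adjusted p = 1.37e-05), which hold Cd37, and glycolysis (adjusted p = 0.0222). Unless stated, the cause was not tested. With the neutrophil covariate, lists reversed in their mean log2 difference relative to the other genes. These were peroxisomal fatty acid oxidation (-0.0057), oxidative phosphorylation (-0.013), germinal centre B cells (-0.10), macrophages and monocytes (-0.60), erythroid cells and platelets (-0.24) and cell cycle (-0.083). The cause was not tested, and the score itself differs between the genotypes. Pla2g2d came 2nd among the higher fatty acid genes without CD37KO replicate 1 and with the neutrophil covariate, and 1st otherwise. Among named genes, 73 values lost and 16 gained significance over all alternatives and 2261 did neither. For lists, 61 lost and 12 gained it. The deviations of arrays with the same replicate number had correlations of 0.24, 0.0068 and -0.14. With 3 arrays in each group these cannot tell whether the numbers pair the samples. The main comparison did not pair them. For 10 splits of the arrays, too few for a share under 0.05, the real split had 15 fatty acid genes at an unadjusted p under 0.05 against 33 in the highest other (3 splits reached 15, the real one included), and 13 lists called against 13 (2 splits, the real one included). Signal over background limits 8651 genes that lay below it in all arrays.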

Differences from the paper's values

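A p is taken here as within the paper's when neither is more than 1.5 times the other, and a log2 difference when it is off by no more than the SD of the replicates. The unadjusted p of Pla2g2d was 0.000252 from limma, where the paper's value is about 0.011 in Fig. S7F, read by eye. Of the alternatives set before the data were examined, ordinary least squares gave 0.0114, within the paper's, and the others did not come within it, from 3.92e-05 to 0.00141. For Ppargc1a, the unadjusted p was 0.00269 from limma, where the paper's value is about 0.02 in Fig. S7F, read by eye. Ordinary least squares gave 0.0232, another quantile normalization 0.0154 and the mean of its probe sets 0.0136, all within the paper's, and the others did not come within it. The log2 difference of Ppp2r5a was -0.15, where the paper's value is about -0.08 in Fig. S7F, read by eye. The SD of its replicates was 0.052. With the mean of its probe sets it was -0.11 and without CD37KO replicate 1 it was -0.12, both within the paper's, and the other alternatives did not come within it.

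The paper calls the measurement sequencing in its results and describes an array in its methods, and the deposited values are array values. The paper names Pla2g2d as the most significant of the genes that were higher. Here it came 1st by p among the higher of 223 fatty acid metabolism genes, and its adjusted p over all genes was 0.258 from limma. The gene sets differ, so the ranks are not over the same genes. Igfbp7, Cyp2d10, Dkkl1, Sult2b1, Ppp2r5a and Nucb2 are marked in Fig. S7F and are not among the 223. The paper states no test or threshold for Fig. S7F in its text.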

Other observations

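Interferon response genes stood out among the lists that the text has not yet described. Of 26 measured, none passed an adjusted p under 0.05 from limma over all genes, 11 were higher and none lower when adjusted over the list alone, and 16 were higher at an unadjusted p under 0.05. Their median log2 difference was 0.24 (adjusted p = 1.47e-17 from camera with the preset correlation, adjusted p = 0.338 with an estimated correlation). Usp18, which restrains interferon signalling, had a log2 difference of 0.50 (standard error 0.094), Oas2, a sensor of viral RNA, one of 0.61 (standard error 0.13) and the chemokine gene Cxcl10 one of 0.68 (standard error 0.17), each higher in 3 of 3 CD37KO arrays than in all WT arrays. The mean of the interferon genes was 7.30 to 7.51 in the WT and 7.63 to 7.76 in the CD37KO arrays, and that of the neutrophil genes 5.96 to 6.17 and 6.39 to 7.48. The cell cycle genes overlapped between the genotypes, with a mean of 7.28 to 7.68 in WT and 7.35 to 7.87 in CD37KO arrays. Genes of the IL-6 and STAT3 pathway (24 measured) had a median of 0.069 (adjusted p = 0.000514 from camera, adjusted p = 0.338 with an estimated correlation), with Irf1, Bcl2l1 and Il6st higher at an unadjusted p under 0.05. Genes of oxidative phosphorylation (61 measured, median 0.059, adjusted p = 2.05e-06 from camera), glycolysis and glucose uptake (30, median 0.054, adjusted p = 0.00823), cholesterol synthesis (18, median 0.078, adjusted p = 0.00333) and the cell cycle (30, median 0.21, adjusted p = 2.30e-07) were higher as lists, and with an estimated correlation the adjusted p was 0.497, 0.338, 0.497 and 0.507. The array means of these 4 lists and of the IL-6 and STAT3 list overlapped between the genotypes. When 1 array was left out, the mean log2 difference relative to other genes ran from 0.12 to 0.39 for the cell cycle. It ran from 0.046 to 0.10 for oxidative phosphorylation, 0.054 to 0.13 for cholesterol synthesis and 0.048 to 0.078 for glycolysis. Oxidative phosphorylation was highest in WT replicate 1 and CD37KO replicates 1 and 3, as the macrophage genes were, and these arrays exceeded the others by 0.10, where CD37KO exceeded WT by 0.067. For the cell cycle these differences were 0.30 and 0.21 and for germinal centre genes 0.25 and 0.14, although WT replicate 2 lay above WT replicate 1 in both. This grouping was compared after the data were seen. Glycolysis lost its call without WT replicate 2 (adjusted p = 0.148) and cholesterol synthesis without CD37KO replicate 2 (adjusted p = 0.128), and with the neutrophil covariate the oxidative phosphorylation and cell cycle lists turned to the other sign (-0.013 and -0.083). Within glycolysis, Ldha, which lies 64 measured genes from Cd37, had a log2 difference of -0.37 (standard error 0.065), and Slc2a6, a hexose transporter, one of 0.33 (standard error 0.065), and these 2 were the members that passed when adjusted over the list alone.

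Macrophage and monocyte genes (24 measured, median 0.19, adjusted p = 0.00621 from camera) and germinal centre B cell genes (16, median 0.15, adjusted p = 0.0154) were called higher, and stromal, endothelial and follicular dendritic cell genes (21, median -0.091, adjusted p = 0.00621) and tetraspanins (26, median -0.049, adjusted p = 0.0231) were lower. With an estimated correlation the adjusted p was 0.624, 0.568, 0.497 and 0.497. For the macrophage and germinal centre lists the array means overlapped between the genotypes, at 8.05 to 8.78 in WT and 7.82 to 8.86 in CD37KO for macrophages, and 7.34 to 7.74 in WT and 7.32 to 7.90 in CD37KO for germinal centre genes. The macrophage call was lost without WT replicate 2 or 3 or CD37KO replicate 1 or 3 (adjusted p up to 0.449), and the germinal centre call without WT replicate 1 or 3 or CD37KO replicate 1 or 3 (adjusted p up to 0.666). With the neutrophil covariate their mean log2 differences relative to other genes were -0.60 (adjusted p = 3.35e-08) and -0.10 (adjusted p = 0.595). The tetraspanin call was lost without WT replicate 1 or 3 or CD37KO replicate 2 (adjusted p up to 0.191). Tetraspanins lost the call without Cd37 and its neighbours (adjusted p = 0.212, with 0.000979 to 0.497 over the alternatives). Igfbp7 and Sparc were the stromal genes that were lower when adjusted over the list alone. The adjusted p from camera was 0.132 for the tricarboxylic acid cycle, 0.905 for the AKT and PI3K pathway (median -0.025, with a mean and a test above 0), 0.370 for marginal zone and B1 B cells, 0.404 for plasma cells, 0.0532 for T cells, 0.256 for NK cells and innate lymphoid cells, 0.927 for dendritic cells, 0.905 for erythroid cells and platelets and 0.0713 for immediate early and stress genes. Cd53, another tetraspanin, was at 12.53 ± 0.028 (SD, n = 3) in WT and 12.57 ± 0.093 (SD, n = 3) in CD37KO arrays.

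Xist was below background and the Y-linked genes Kdm5d, Eif2s3y and Uty were above it in all 6 arrays. Of all genes, 11.9% had no overlap between the genotypes, where chance gives 10%. Genes that did not pass but had the smallest unadjusted p were Gca (log2 difference 0.72), Timm21 (0.60), Wdfy1 (0.53), Hps5 (-0.64), Irf3 (-0.52), Fuz (-0.43) and Entpd4 (-0.53), of which Hps5, Irf3 and Fuz lie among the 150 measured genes on each side of Cd37. Apart from Entpd4 all of them passed with array weights, Gca and Hps5 also with another quantile normalization, median centring and eBayes with trend and robust, and Gca also without WT replicate 2.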
